# Reprogramming immunosuppressive myeloid cells facilitates immunotherapy for colorectal cancer

**DOI:** 10.15252/emmm.202012798

**Published:** 2020-12-07

**Authors:** Weiqiang Lu, Weiwei Yu, Jiacheng He, Wenjuan Liu, Junjie Yang, Xianhua Lin, Yuanjin Zhang, Xin Wang, Wenhao Jiang, Jian Luo, Qiansen Zhang, Huaiyu Yang, Shihong Peng, Zhengfang Yi, Shancheng Ren, Jing Chen, Stefan Siwko, Ruth Nussinov, Feixiong Cheng, Hankun Zhang, Mingyao Liu

**Keywords:** colorectal cancer, immunosuppressive myeloid cells, immunotherapy, prostaglandin E2 receptor 4, Cancer, Immunology

## Abstract

Immune checkpoint blockade (ICB) has a limited effect on colorectal cancer, underlining the requirement of co‐targeting the complementary mechanisms. Here, we identified prostaglandin E2 (PGE_2_) receptor 4 (EP4) as the master regulator of immunosuppressive myeloid cells (IMCs), which are the major driver of resistance to ICB therapy. PGE_2_‐bound EP4 promotes the differentiation of immunosuppressive M2 macrophages and myeloid‐derived suppressor cells (MDSCs) and reduces the expansion of immunostimulated M1 macrophages. To explore the immunotherapeutic role of EP4 signaling, we developed a novel and selective EP4 antagonist TP‐16. TP‐16 effectively blocked the function of IMCs and enhanced cytotoxic T‐cell‐mediated tumor elimination *in vivo*. Cell co‐culture experiments revealed that TP‐16 promoted T‐cell proliferation, which was impaired by tumor‐derived CD11b^+^ myeloid cells. Notably, TP‐16 and anti‐PD‐1 combination therapy significantly impeded tumor progression and prolonged mice survival. We further demonstrated that TP‐16 increased responsiveness to anti‐PD‐1 therapy in an IMC‐related spontaneous colorectal cancer mouse model. In summary, this study demonstrates that inhibition of EP4‐expressing IMCs may offer a potential strategy for enhancing the efficacy of immunotherapy for colorectal cancer.

**The paper explained**

**Problem**

Immune checkpoint blockade (ICB) has emerged as the standard therapy in patients with refractory cancers owing to its unprecedented and durable responses. However, ICB activity is lost in colorectal cancer, especially in the microsatellite‐stable population. Increasing evidence has indicated that immunosuppressive myeloid cells (IMCs) are a prominent driver of immunotherapy resistance in colorectal cancer. Given the plasticity and complexity of IMCs in the tumor microenvironment, novel strategies are required to target these tumor‐associated myeloid cells and to enhance cancer treatment efficacy.

**Results**

We identified prostaglandin E2 receptor 4 (EP4) as the master regulator of PGE_2_ in IMCs. PGE_2_‐bound EP4 promoted the differentiation of immunosuppressive M2 macrophages and myeloid‐derived suppressor cells (MDSCs) and reduced the expansion of immunostimulated M1 macrophages. Treatment with TP‐16, a novel EP4 antagonist, blocked the function of IMCs (M2 macrophages and MDSCs) and enhanced cytotoxic T‐cell‐mediated colorectal cancer elimination *in vivo*. Cell co‐culture experiments revealed that TP‐16 promoted the proliferation of T cells, which was impaired by tumor‐derived CD11b + myeloid cells. Notably, the combination therapy of TP‐16 and anti‐PD‐1 antibody significantly hampered tumor progression and prolonged survival in syngeneic mouse models. Finally, TP‐16 increased responsiveness to anti‐PD‐1 therapy in an azoxymethane/dextran sodium sulfate (AOM/DSS) model, an IMC‐related colorectal cancer mouse model.

**Impact**

These observations suggest that PGE_2_‐bound EP4 promotes the immunosuppressive activity of IMCs. Chemical inhibition of EP4 by TP‐16 induces a functional switch in myeloid cells from immunosuppression to immunostimulation and enhanced cytotoxic T‐cell activation. TP‐16 acts synergistically with anti‐PD‐1 therapy in colorectal cancer mouse models, offering a potential approach for improving the efficacy of checkpoint‐based immunotherapies in colorectal cancer patients.

## Introduction

Colorectal cancer has a high incidence and mortality rate (Siegel *et al*, 2019). In 2018, more than 1.8 million new cases and 881,000 deaths were reported worldwide (Bray *et al*, 2018). Approximately 20% of patients have distant metastatic disease at initial diagnosis, and half of the patients develop metastases during disease progression (Chiappa *et al*, 2009). The prognosis for patients with distant‐stage disease is dismal, with a 5‐year relative survival rate of only 14% (Siegel *et al*, 2020). Therefore, the development of innovative treatments is an urgent requirement to improve the clinical benefit for patients with advanced or metastatic colorectal cancer.

Immune checkpoint blockade (ICB) has emerged as the standard therapy for many cancers due to its unprecedented and durable responses in patients with refractory cancers (Hoos, 2016; Ganesh *et al*, 2019). For instance, anti‐CTLA4 antibody was approved for metastatic melanoma, and anti‐PD‐(L)1 antibodies were approved for a wide range of cancer types, such as melanoma, lung cancer, and renal carcinoma (Topalian *et al*, 2015; Patel & Minn, 2018). The potential benefits of ICB have been reported in approximately 15% of colorectal cancer patients with defective mismatch repair (microsatellite instability–high, MSI‐H). However, the activity is lost in the microsatellite‐stable (MSS) population, representing the majority of colorectal cancer patients (Pitt *et al*, 2016; Overman *et al*, 2018).

Increasing evidence has indicated that immunosuppressive myeloid cells (IMCs) are a prominent driver of immunotherapy resistance in colorectal cancer (Le *et al*, 2017; Liao *et al*, 2019). IMCs mainly comprise tumor‐associated macrophages (TAMs) and myeloid‐derived suppressor cells (MDSCs) (Gabrilovich *et al*, 2012). TAMs accumulation is associated with poor prognosis and is a potential diagnostic biomarker for treatment stratification (Steidl *et al*, 2010; Lu‐Emerson *et al*, 2013). A high frequency of MDSCs is generally associated with poor disease progression and therapy resistance in colorectal cancer (Solito *et al*, 2011; Marvel & Gabrilovich, 2015; Kumar *et al*, 2016). Thus, abrogating IMC‐mediated adaptive immune response deficiency would offer a potential strategy for tumor immunotherapy.

Prostaglandin E2 (PGE_2_), a bioactive lipid with pro‐tumor activity, acts through several mechanisms in colorectal cancer (Obermajer & Kalinski, 2012; Luan *et al*, 2015; Martinez‐Colon & Moore, 2018). IMCs have been reported as the dominant target cells affected by PGE_2_ through cognate G‐protein coupled receptors (GPCRs), such as E‐type prostanoid receptors 1‐4 (EP1‐4) (Wu *et al*, 2019). Among these receptors, EP4 is highly expressed in IMCs and plays an important role in the differentiation of TAMs and MDSCs in the tumor microenvironment (Sinha *et al*, 2007; Sugimoto & Narumiya, 2007). However, the immunotherapeutic effect of targeting EP4‐expressing IMCs in colorectal cancer remains elusive.

In this study, we found that PGE_2_‐bound EP4 induces a functional switch in myeloid cells from immunostimulation to immunosuppression. Chemical inhibition of EP4 by the new EP4 antagonist, TP‐16, significantly reprograms IMCs and enhances cytotoxic T‐cell activation. TP‐16 acts synergistically with anti‐PD‐1 therapy in colorectal cancer mouse models, offering a potential approach for improving the efficacy of checkpoint‐based immunotherapies.

## Results

### EP4 is the master regulator of IMCs

EP1‐4 constitutes a subfamily of cell surface receptors of the immunosuppressive molecule, PGE_2_. We performed bioinformatic analyses and found that in the myeloid cells of primary bone marrow (BM), the expression of EP2 and EP4 was abundant, whereas the expression of EP1 and EP3 was minimal (Fig 1A). Among EP1‐4, EP4 was significantly up‐regulated (*P* = 0.015) in colon tumor myeloid cells compared to BM myeloid cells (Fig 1A) (Yang *et al*, 2011). Accordingly, in a CT26 tumor‐bearing mouse model, the expression level of EP4 was higher than those of EP1–3 in CD11b^+^ myeloid cells isolated from tumor tissues and the spleen (Fig 1B).

**Figure 1:**
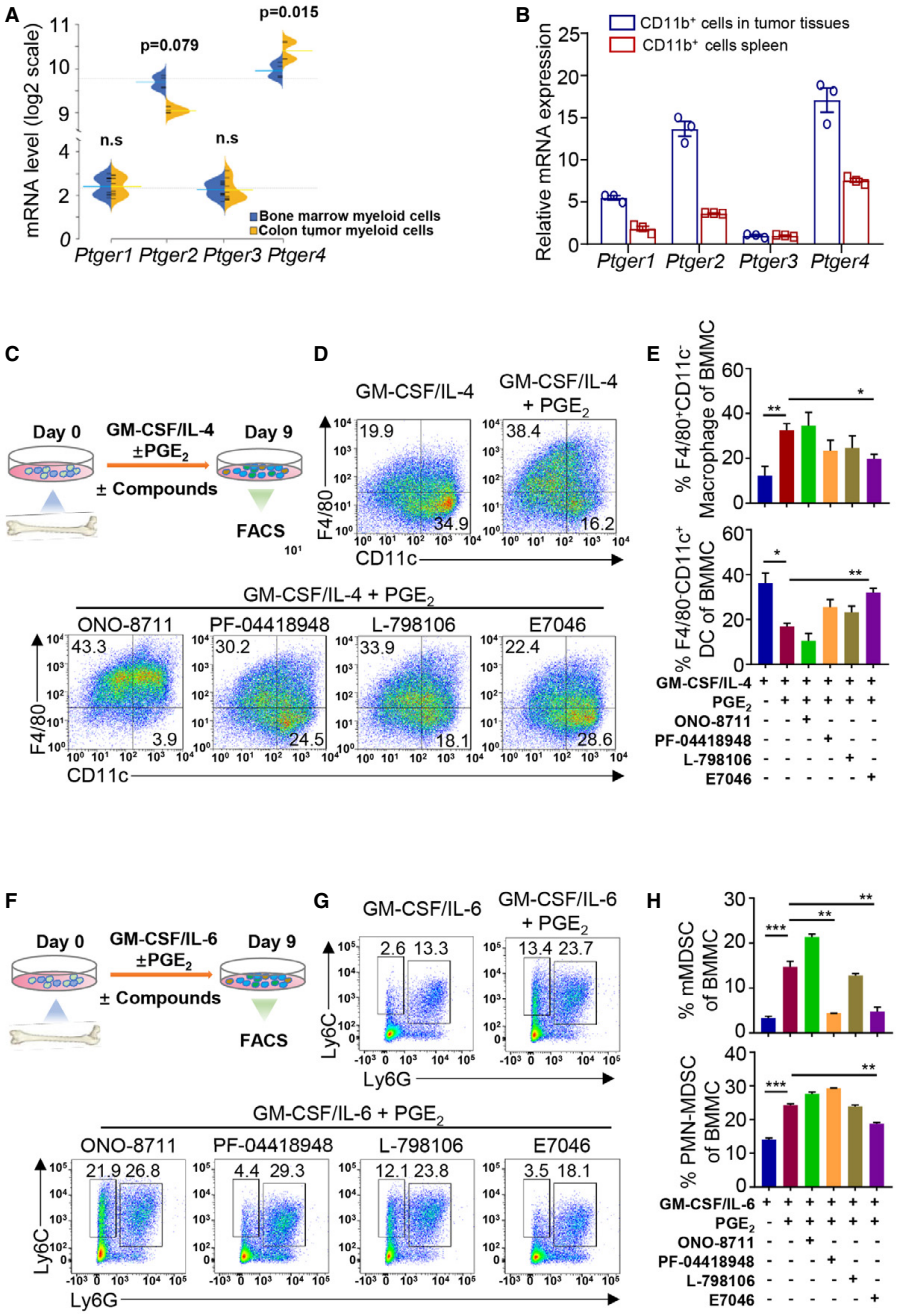
EP4 is a master regulator of IMCs The expression of EP subtypes in bone marrow myeloid cells and colon tumor myeloid cells. The short black lines indicate individual expressions, and the blue and yellow lines indicate the average expression level in each condition. The gray dotted lines represent the overall average between Ptger1 and Ptger3 or Ptger2 and Ptger4.The expression of EP subtypes in CD11b^+^ cells isolated from tumor tissues and spleen of CT26 tumor‐bearing mice by magnetic bead separation (*n* = 3).Schematic diagram of the granulocyte–macrophage colony‐stimulating factor (GM‐CSF)/interleukin (IL)‐4‐induced mouse monocyte DCs/macrophages differentiation assay. Cells were treated with specific antagonists of distinct EP receptors: ONO‐8711, EP1; PF‐04418948, EP2; L‐798106, EP3; and E7046, EP4.Representative flow cytometry plots revealing the effects of prostaglandin E2 (PGE_2_) and EP1‐4 antagonists on mouse bone marrow monocyte dendritic cell (DC)/macrophage differentiation (*n* = 3).The frequencies of F4/80^+^CD11C^−^ macrophages and F4/80^−^CD11C^+^ DCs under varying treatments as analyzed by flow cytometry analysis (*n* = 3).Schematic representation of the GM‐CSF/IL‐6‐induced mouse bone marrow monocyte myeloid‐derived suppressor cell (MDSC) differentiation assay (*n* = 3).Representative flow cytometry plots revealing the effects of PGE_2_ and EP1‐4 antagonists on mouse bone marrow‐derived‐MDSC differentiation. Upper subpanel: vehicle group and PGE_2_ group. Lower subpanel: ONO‐8711 (EP1 antagonist) group, PF‐04418948 (EP2 antagonist) group, L‐798106 (EP3 antagonist) group, and E7046 (EP4 antagonist) group. (*n* = 3).The frequencies of Ly6C^+^Ly6G^−^ mMDSC and Ly6C^mid^Ly6G^+^ PMN‐MDSCs under varied treatments as analyzed by flow cytometry analysis (*n* = 3). Data information: Data are presented as mean ± SEM. (A) Kolmogorov–Smirnov test; (E, H) two‐tailed unpaired Student’s *t*‐test was performed; *P < 0.05; **P < 0.01; ***P < 0.001. Exact *P* values and statistical tests are listed in Appendix Table S8.

Further, we examined the role of distinct EP subtypes by using specific antagonists in myeloid cell differentiation. Isolated mouse BM cells were stimulated with granulocyte–macrophage colony‐stimulating factor (GM‐CSF) and interleukin‐4 (IL‐4) in the presence or absence of PGE_2_ *in vitro* (Fig 1C). Dendritic cells (DCs, F4/80^–^CD11c^+^) had a greater proportion of GM‐CSF/IL‐4 differentiated myeloid cells than macrophages (F4/80^+^CD11c^–^), whereas PGE_2_ treatment largely suppressed DC differentiation, and correspondingly promoted macrophage differentiation (Fig 1D and E). Notably, we found that chemical inhibition of EP4 effectively reduced macrophage differentiation and rescued DC differentiation in the presence of PGE_2_ (Fig 1D and E). Further, we differentiated mouse BM cells into MDSCs *in vitro* by treating them with GM‐CSF and IL‐6 (Fig 1F). The exposure of mouse BM cells to GM‐CSF/IL‐6 led to the generation of immature MDSCs expressing Ly6C^+^Ly6G^–^ or Ly6C^mid^Ly6G^+^ (Fig 1G and H). Remarkably, PGE_2_ enhanced the differentiation and expansion of MDSCs (Fig 1G and H). Intriguingly, EP1 and EP3 antagonists had little effect on MDSC and the EP2 blockade was able to reduce the differentiation of monocytic MDSC (mMDSCs, Ly6C^+^Ly6G^–^CD11b^+^) but not polymorphonuclear MDSC (PMN‐MDSCs, Ly6C^mid^Ly6G^+^CD11b^+^), which is consistent with previous studies (Shi *et al*, 2014; Rodriguez‐Ubreva *et al*, 2017). Importantly, chemical inhibition of EP4 decreased the expansion of both mMDSCs and PMN‐MDSCs. In summary, EP4 was the main receptor of PGE_2_ in boosting the differentiation and expansion of immunosuppressive macrophages and MDSCs.

### TP‐16 is a novel, selective EP4 antagonist

We then sought to explore novel EP4 antagonists with improved drug‐likeness because of the unfavorable pharmacokinetics properties of current clinical compounds (i.e., grapiprant) (Markovic *et al*, 2017). TP‐16 is a new thienopyran‐containing small molecule derived from an extensive medicinal chemistry campaign (see Appendix Methods). TP‐16 demonstrated potent EP4 antagonistic activity in HEK293‐EP4 cells with a half minimal inhibitory concentration (IC_50_) value of 2.1 ± 0.6 nM in the cAMP‐responsive element (CRE) luciferase assay (Figs 2A and EV1A). A strong antagonistic activity of TP‐16 was observed in the GloSensor™ cAMP assay with an IC_50_ value of 5.4 ± 0.8 nM (Fig 2B). EP4 recruits β‐arrestin, and the Tango is a validated assay for evaluating ligand‐induced GPCR/β‐arrestin 2 interaction (Kroeze *et al*, 2015). The Tango assay revealed that TP‐16 dose‐dependently blocked PGE_2_‐induced EP4/β‐arrestin interaction in HEK293 cells with an IC_50_ value of 7.5 ± 3.0 nM (Fig EV1B). EP4 was reported to trigger calcium flux in CHO‐Gα16 cells (Wu *et al*, 2018). The calcium flux assay revealed that TP‐16 was a potent EP4 antagonist in human (Fig 2C), monkey (Fig EV1C), rat (Fig EV1D), and mouse (Fig EV1E) with IC_50_ values of 2.1 ± 0.4 nM, 5.6 ± 0.3 nM, 18.7 ± 1.4 nM, and 6.8 ± 0.8 nM, respectively. In addition, this assay revealed that TP‐16 had a > 3000‐fold higher selectivity for human EP4 than human EP1 ‐3 (IC_50_> 10 µM for EP1, EP2, and EP3) (Fig 2C). Moreover, the LANCE Ultra cAMP assay and calcium flux assay revealed that other 25 GPCRs were not affected by TP‐16 (IC_50_ > 10 μM) (Appendix Tables S1 and S2), indicating high target selectivity.

**Figure 2:**
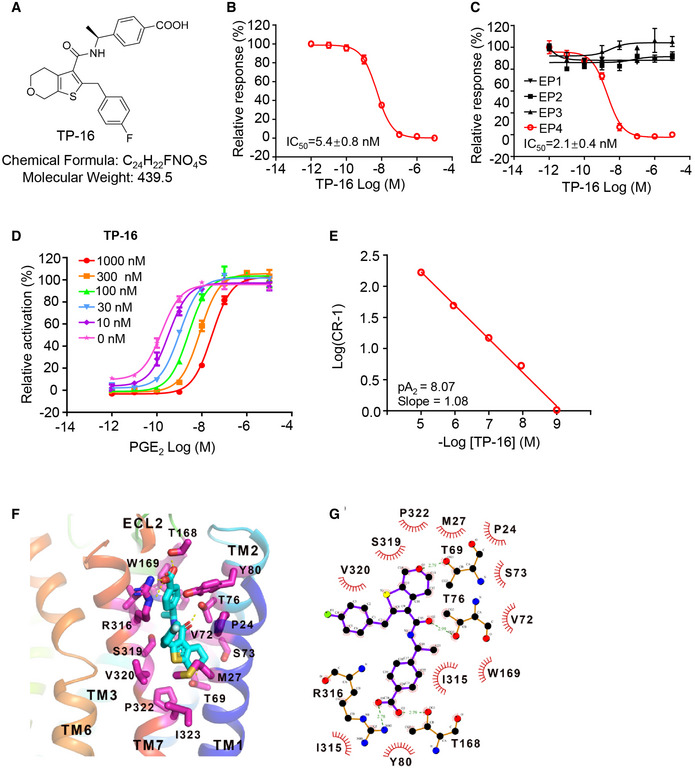
Discovery and characterization of a potent and selective EP4 antagonist, TP‐16 Chemical structure of TP‐16.Dose–effect curve of TP‐16 in GloSensor™ cAMP assay in EP4‐ expressing 293 cells (*n* = 3).Dose–effect curves of TP‐16 in PGE_2_‐induced calcium flux assay (*n* = 3).The Schild plot of PGE_2_ in the presence of varying concentrations of TP‐16. TP‐16 shifted the dose–response curve of PGE_2_‐induced intracellular cAMP levels in a dose‐dependent manner (*n* = 3).The pA_2_ value and slope of the Schild plot.Docked pose of TP‐16 with critical residues in the putative binding pocket of human EP4 protein. EP4 is shown as a color cartoon, the residues important for the interaction are depicted in magenta sticks, and TP‐16 is shown as a cyan stick figure.The LIGPLOT diagram summarizes key interactions between TP‐16 (purple lines) and residues that originate from EP4. T69, T76, T168, and R316 establish hydrogen bonds with TP‐16. Semicircles with radiating lines indicate non‐polar interactions. Data information: Data are presented as mean ± SEM from three independent experiments with similar results.

**Figure EV1:**
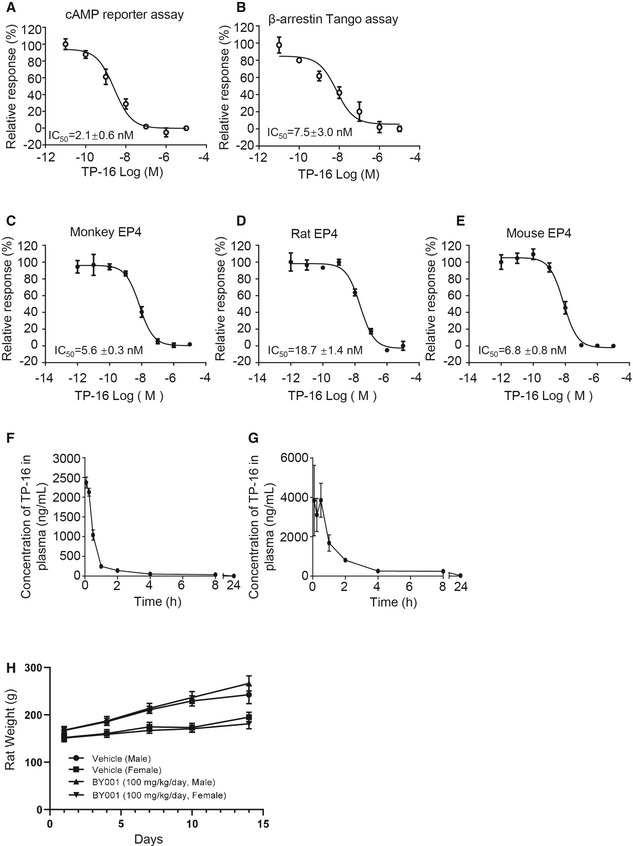
Antagonistic activity, pharmacokinetic profiles, and safety of TP‐16 ADose–response of TP‐16 in cAMP reporter gene assay in HEK293 cells. Data are presented as mean ± SEM derived from three independent experiments (*n* = 3).BDose–effect curves of TP‐16 in PGE_2_‐induced β‐arrestin Tango assay. Data are presented as mean ± SEM derived from three independent experiments (*n* = 3).C–EThe antagonistic activities of TP‐16 on EP4 were determined by a calcium flux assay by overexpressing Gα16 protein in CHO cells. Dose–response curves of TP‐16 against EP4: monkey (C), rat (D), and mouse (E). Data are presented as mean ± SEM derived from three independent experiments (*n* = 3).F, GThe plasma concentration over time profiles of TP‐16 after intravenous and oral administration of TP‐16 at a dose of 1 and 10 mg/kg, respectively. Results are presented as mean ± SEM of three CD1 mice (*n* = 3).HBody weights of male and female SD rats orally administered with TP‐16 (100 mg/kg/day) in 14‐day repeat‐dose. Data are presented as means ± SD (*n* = 3/sex/group). Data information: Data are presented as mean ± SEM except for H.

PGE_2_ increased the intracellular cAMP level in a dose‐dependent manner in HEK293‐EP4 cells (Fig 2D). An increase in the concentration of TP‐16 induced a rightward shift in PGE_2_ concentration–response curves without changing the maximal cAMP accumulation. Subsequently, schild plot analysis yielded a pA2 value of 8.07 with a slope of 1.08 (Fig 2E).

To investigate the detailed interaction between EP4 and TP‐16, in silico molecular docking was performed using AutoDock (Morris *et al*, 2009). The crystal structure of human EP4 bound to ONO‐AE3‐208 was retrieved from the Protein Data Bank (PDB ID: 5YWY) (Toyoda *et al*, 2019). The docking grid was created based on the ONO‐AE3‐208 binding pocket. The lowest energy docking model was selected for subsequent interaction analysis. We found that the predicted binding pocket of TP‐16 was mainly composed of transmembrane (TM) 1, TM2, TM3, TM7, and extracellular loop 2 (ECL2) (Fig 2F and G). Specifically, the carboxyl group of TP‐16 interacted with the guanidinium group of Arg316 and the hydroxyl group of Thr168 through a salt bridge. This interaction mode is similar to the antagonist, ONO‐AE3‐208, binding in the crystal structure of the EP4 complex (Toyoda *et al.*, 2019). In addition, the amide group could form a hydrogen bond with the hydroxyl group of Thr76, and the oxygen atom in the six‐element ring of TP‐16 interacted with Thr69.

### Ideal pharmacokinetics and safety of TP‐16

We then evaluated the pharmacokinetic properties of TP‐16 in CD1 mice. The mean plasma concentration–time curves are presented in Fig EV1F and G, and the key pharmacokinetic parameters are shown in Appendix Table S3. The Cmax value of a single dose of TP‐16 (10 mg/kg, p.o.) at 0.5 h was 3851.8 ng/ml. The elimination half‐life (t1/2) was 5.4 h, and the AUC_0‐24_ was 8399.8 h*ng/ml. i.v. administration of TP‐16 (1 mg/kg) had an AUC0‐24 of 2137.6 h*ng/ml. Calculating the ratio of oral AUC_0‐∞_ to intravenous AUC_0‐∞_ indicated that TP‐16 had a favorable oral bioavailability of 40.1%. In addition, we assessed the metabolic stability of TP‐16 in human and mouse liver microsome. The T_1/2_ values of TP‐16 were> 581 and 235 min, and the hepatic intrinsic clearance values of TP‐16 were < 4.7 and 39.3 ml/min/kg in humans and mice, respectively (Appendix Table S4).

To evaluate the safety of TP‐16, we performed a 14‐day toxicity study in rats. Male (*n* = 3) and female (*n* = 3) Sprague Dawley (SD) rats were orally administered TP‐16 (100 mg/kg, daily) for 14 days, and the body weight, blood parameters, and organ morphology were recorded. Our results demonstrated that TP‐16 was well tolerated without statistically significant weight loss during the 14‐day treatment (Fig EV1H). Hematological analysis revealed that no adverse changes occurred in rats of either sex (Appendix Table S5). Moreover, no abnormalities of organ morphology (Appendix Table S6) were observed. In summary, TP‐16 exhibited good pharmacokinetic and safety profiles.

### TP‐16 suppresses tumor growth in syngeneic murine tumor models

To assess the *in vivo* anti‐tumor potential of TP‐16, we used syngeneic tumor models. We evaluated the effects of different doses of TP‐16 (37.5, 75, and 150 mg/kg) on colorectal cancer cell growth in CT26 mouse bearing BALB/c mice. Animals were orally administered with TP‐16 or control vehicle (0.5% carboxymethylcellulose sodium in phosphate‐buffered saline (PBS)) after the tumor volume reached 100‐200 mm^3^ (Fig 3A). TP‐16 treatment resulted in statistically significant tumor growth inhibition (TGI) at 75 mg/kg (%TGI = 47.4%) and 150 mg/kg (%TGI = 47.6%) and modest inhibition at 37.5 mg/kg (%TGI = 26.2%) over a period of 16 days. Notably, TP‐16 showed greater efficacy than E7046, a selective EP4 antagonist in phase I trials (Albu *et al*, 2017), at the same dosage (150 mg/kg, Fig 3B). TP‐16 (75 mg/kg) was superior to the COX‐2 inhibitor celecoxib (100 mg/kg) in the CT26 model (Fig EV2A). In addition, we evaluated TP‐16 in CT26‐ tumor‐bearing BALB/c nude mice. The efficacy of TP‐16 was lost after BALB/c nude mice bearing CT26 tumors were treated with 75 mg/kg TP‐16, indicating that functional T cells were required for TP‐16 anti‐tumor activity (Fig 3C). Flow cytometry (FACS) analyses further confirmed that TP‐16 induced an increased infiltration of CD8^+^ T cell into CT26 tumors (Fig 3D). Of note, even 100 µM TP‐16 did not affect the viability of mouse cancer cells (CT26, MC38, 4T1, and Panc02), human cancer cells (HCT116, HCT8, HT29, and DLD1) or endothelial cells (HUVEC) *in vitro* (Appendix Fig S1).

**Figure 3:**
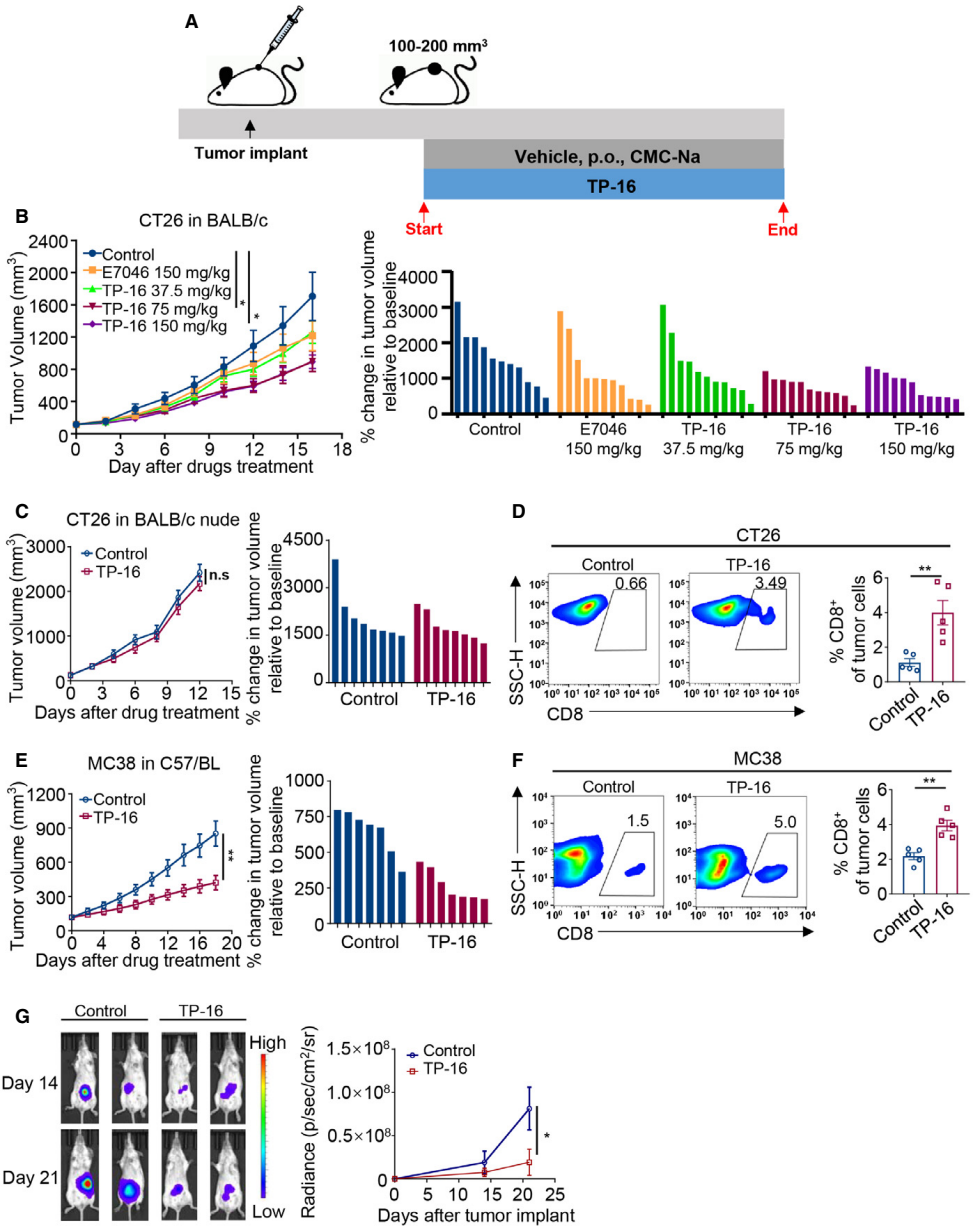
EP4 antagonist TP‐16 robustly suppresses the tumor growth in murine syngeneic tumor models Schematic illustration of the establishment of the murine syngeneic tumor models and drug treatment schedule. Established tumor models were orally treated daily with vehicle or TP‐16 when tumor volumes reached 100‐200 mm^3^.The anti‐tumor activities of E7046 (150 mg/kg) and TP‐16 (37.5, 75, and 150 mg/kg) in CT26 tumor‐bearing BALB/c mice (*n* = 11 per group). Tumor growth curves in the CT26 model (left panel). Bar graphs show the individual changes in tumor growth relative to after and before drug administration (right panel). Tumor volumes reached 100–200 mm^3^ on day 7.Representative graph showing that the anti‐tumor activity of TP‐16 is lost in CT26 tumors engrafted into BALB/c nude mice (left panel) (*n* = 8). Bar graphs show the individual changes in tumor growth relative to after and before drug administration (right panel). Tumor volumes reached 100–200 mm^3^ on day 7.Single‐cell suspensions of tumor tissues from CT26 tumor‐bearing BALB/c mice treated with vehicle or TP‐16 for 2 weeks were analyzed for immune cell infiltration by flow cytometry analysis. Representative flow cytometry and dot plots of intratumoral frequencies of CD8^+^ T cells (*n* = 5).Growth curves (left panel) and relative change after 18 days treatment (right panel) in colon cancer (MC38) xenograft tumors in C57BL/6 mice (*n* = 7). Tumor volumes reached 100–200 mm^3^ on day 7.Single‐cell suspensions of tumor tissues from MC38 tumor‐bearing C57BL/6 mice treated with vehicle or TP‐16 for 2 weeks were analyzed for immune cell infiltration by flow cytometry analysis. Representative flow cytometry and dot plots of intratumoral frequencies of CD8^+^ T cells (*n* = 5).The representative bioluminescence images (left panel) and quantitative growth curves (right panel) of an orthotopic colorectal cancer mouse model, CT26‐Luc model (*n* = 4). Data information: Data are presented as mean ± SEM. (B) One‐way analysis of variance (ANOVA), Tukey's multiple comparison test; *P < 0.05. (C‐G) two‐tailed unpaired Student’s *t‐*test was performed; *P < 0.05; **P < 0.01. Exact *P* values and statistical tests are listed in Appendix Table S8. Source data are available online for this figure.

**Figure EV2:**
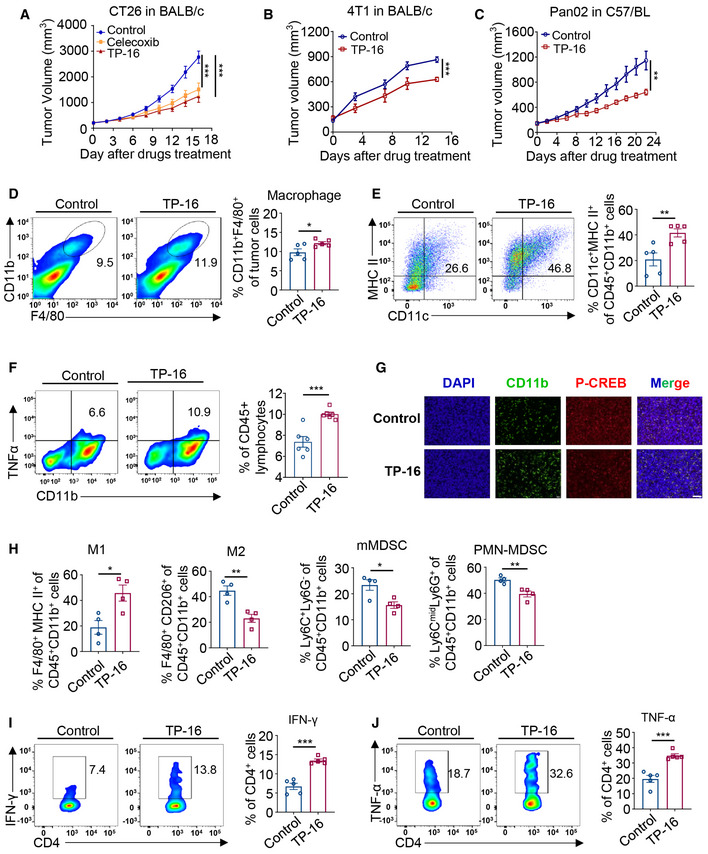
Effect of EP4 inhibition by TP‐16 on tumor growth and subsets of intratumoral immune cells AThe growth curves of CT26 xenograft tumors in BALB/c mice. CT26 tumor‐bearing mice were treated with TP‐16 (75 mg/kg, p.o., daily) or celecoxib (100 mg/kg, p.o., daily) for 16 days when tumor volumes reached 100‐200 mm^3^ (day 7). Data are presented as mean ± SEM. One‐way analysis of variance (ANOVA), Tukey's multiple comparison; ***P < 0.001. *n* = 6.B, CThe anti‐tumor activity of TP‐16 on 4T1 xenograft tumors in BALB/c mice and Pan02 xenograft tumors in C57BL/6 mice. Mice were treated with TP‐16 (75 mg/kg, po, daily) when tumor volumes reached 100–200 mm^3^ (day 7). Data are presented as mean ± SEM. A two‐tailed unpaired Student’s *t*‐test was performed; **P < 0.01; ***P < 0.001 (*n* = 8).D, ESingle‐cell suspensions of tumors from CT26‐bearing BALB/c mice treated with vehicle or 75 mg/kg TP‐16 for 2 weeks were analyzed for intratumoral immune cells by flow cytometry analysis. Representative graphs and quantification of CD11b^+^F4/80^+^ macrophages (D) and CD45^+^CD11b^+^CD11c^+^MHC II^+^ dendritic cells (DCs) (E). Data are presented as mean ± SEM. A two‐tailed unpaired Student’s *t*‐test was performed; *P < 0.05; **P < 0.01 (*n* = 5).FRepresentative graphs and quantification of TNF‐α in CD11b^+^ cells isolated from the CT26 xenograft tumors (*n* = 6). Data are presented as mean ± SEM. A two‐tailed unpaired Student’s *t*‐test was performed, ***P < 0.001 versus the vehicle control group.GRepresentative immunofluorescence images of p‐CREB in CD11b^+^ cells of CT26 tumor tissue. Scale bars, 50 μm.HThe changes of myeloid cell compartment in an orthotopic colorectal cancer mouse model, CT26‐Luc model (*n* = 4). A two‐tailed unpaired Student’s *t‐*test was performed, *P < 0.05, **P < 0.01 versus vehicle control group.I, JRepresentative graphs and quantification of CD4 + T‐cell activation markers IFN‐γ (H) and TNF‐α (I) (*n* = 5). Data are presented as mean ± SEM derived from three independent experiments. A two‐tailed unpaired Student’s t‐test was performed, ***P < 0.001 versus the vehicle control group. Source data are available online for this figure.

Thereafter, we investigated the *in vivo* efficacy of TP‐16 in an MC38 colorectal cancer model. Daily oral administration of TP‐16 (75 mg/kg) significantly impaired tumor growth (%TGI = 50.6) (Fig 3E). Moreover, CD8^+^ leukocyte accumulation was observed in MC38 colon cancer model after TP‐16 treatment (Fig 3F), which further indicated immune‐mediated anti‐tumor efficacy. Intriguingly, the anti‐cancer effects of TP‐16 were observed in breast cancer 4T1 (%TGI = 27.3%) (Fig EV2B) and pancreatic cancer Pan02 (%TGI = 44.0%) (Fig EV2C), suggesting a common underlying mechanism in these tumors.

We further evaluated the potency of TP‐16 using an orthotopic, syngeneic colorectal cancer mouse model. Luciferase‐labeled CT26 (CT26‐Luc) cells were injected into the mouse cecum wall, and orthotopic tumor growth was monitored using an IVIS spectrum imaging system via an intraperitoneal injection of luciferin. Tumors in the control vehicle group rapidly grew and spread in the abdominal area (Fig 3G). In line with the results obtained in the subcutaneous tumor models, TP‐16 treatment triggered tumor regression in the CT26‐Luc orthotopic model with a %TGI of 76.22%. In addition, no significant change was observed in the body weight of these mice, suggesting that TP‐16 treatment was well tolerated in mice at the given doses (Appendix Fig S2).

### TP‐16 reprograms IMCs and enhances anti‐tumor immunity

We investigated the effects of TP‐16 on IMCs composition and their immunosuppressive function in the tumor microenvironment. The total proportions of macrophages (CD11b^+^F4/80^+^) and DC (CD45^+^CD11b^+^MHCII^+^CD11c^+^) were increased in TP‐16 treated CT26 tumors, compared with the control vehicle group (Figs EV2D and 2E). Particularly, TP‐16 treatment switched the polarization of macrophages from the CD45^+^CD11b^+^F4/80^+^CD206^+^ immunosuppressive M2 phenotype (pro‐tumor) to the CD45^+^CD11b^+^F4/80^+^MHC‐II^+^ proinflammatory M1 phenotype (anti‐tumor) (Fig 4A and B). Meanwhile, the proportion of Ly6C^+^Ly6G^–^CD45^+^CD11b^+^ monocytic cells (mMDSCs) was significantly decreased following TP‐16 treatment, though no significant difference was observed in the proportion of Ly6C^mid^Ly6G^+^CD45^+^CD11b^+^ granulocytic cells (PMN‐MDSCs) (Fig 4C).

**Figure 4:**
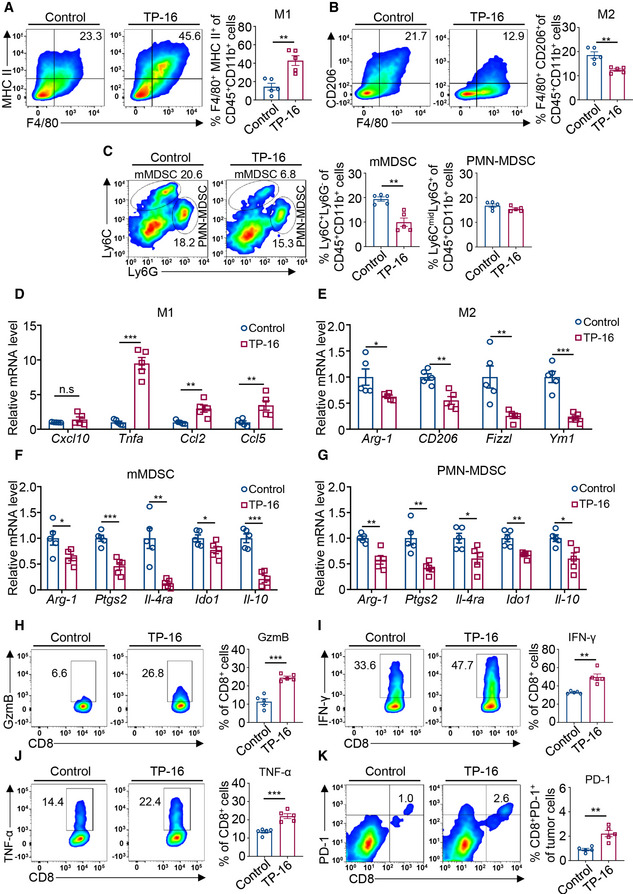
EP4 antagonist TP‐16 reprograms tumor‐associated myeloid cells (IMCs) and enhances anti‐tumor immunity A, BTumors from CT26 tumor‐bearing BALB/c mice treated with vehicle or TP‐16 for 2 weeks were harvested, and tumor single‐cell suspensions were analyzed for tumor‐associated myeloid cells by flow cytometry analysis. Representative graphs and quantification of F4/80^+^MHC‐II^+^ immunosuppressive myeloid cells (IMCs)‐M1 macrophages (A) and F4/80^+^CD206^+^ IMCs‐M2 macrophages (B) gated on CD45^+^CD11b^+^ myeloid cells (*n* = 5).CRepresentative flow cytometry analysis and quantification of Ly6C^+^Ly6G^‐^ IMC‐monocytic myeloid‐derived suppressor cell (mMDSC) and Ly6C^mid^Ly6G^+^ IMC‐PMN‐MDSC frequencies gated on CD45^+^CD11b^+^ myeloid cells (*n* = 5).D–GRelative expression of selected M1, M2, and MDSC markers on flow‐sorted M1 macrophages (D), M2 macrophages (E), mMDSCs (F), and PMN‐MDSCs (G) from CT26 tumors. Data are normalized to β‐actin expression levels (*n* = 5).H–KRepresentative flow analysis and quantification of CD8^+^ T‐cell activation markers: Granzyme B (H), IFN‐γ (I), TNF‐α (J), and PD‐1 (K) (*n* = 5). Data information: Data are presented as mean ± SEM. (A‐K) Two‐tailed unpaired Student’s *t*‐test; *P < 0.05; **P < 0.01; ***P < 0.001. Exact *P* values and statistical tests are listed in Appendix Table S8.

Thereafter, we examined the expression levels of inflammatory and immune‐related genes in IMCs derived from tumor tissues. M1 macrophages, M2 macrophages, mMDSCs, and PMN‐MDSCs were sorted from CT26 tumors treated with control vehicle or TP‐16 by FACS analysis. Compared with the control vehicle group, mRNA expression of inflammatory cytokines (*Tnfa, Ccl2*, and *Ccl5*) was increased in M1‐like cells, whereas that of classical M2 markers (*Arg‐1, CD206, Fizzl*, and *Ym1*) was reduced in M2‐like cells of TP‐16‐treated group (Fig 4D and E). Consistently, increased protein expression of TNF‐α was also observed in isolated CD11b^+^ myeloid cells (Fig EV2F). Furthermore, the expression of MDSC markers (for both mMDSC and PMN‐MDSC), such as *Arg‐1, Ptgs2, IL‐4ra, Ido1*, and *Il‐10,* was decreased in the TP‐16‐treated group (Fig 4F and G). Consistent with the aforementioned results, we observed that TP‐16 treatment significantly decreased the levels of p‐CREB, a biomarker of PGE_2_‐EP4 signaling, in CD11b^+^ cells of CT26 tumors (Fig EV2G). Of note, the changes observed in the myeloid cell compartment were found in an orthotopic colorectal cancer mouse model, the CT26‐Luc model (Fig EV2H). Overall, EP4 inhibition by TP‐16 could reverse the suppressive function of myeloid cells in the tumor microenvironment.

We next asked whether a less immunosuppressive phenotype of myeloid cells induced by TP‐16 was accompanied by enhanced CD8^+^ cytotoxic T‐cell activation in CT26 tumors. As mentioned previously, TP‐16 treatment significantly increased the infiltration of CD8^+^ T cells into tumors (Fig 3D). We further found that CD8^+^ T cells isolated from TP‐16‐treated CT26 tumors expressed high levels of effector enzyme GzmB and effector factors (IFN‐γ, and TNF‐α), compared with those isolated from control vehicle‐treated tumors (Fig 4H–J). The expression of PD‐1, a marker of activated cytotoxic T cells, was higher in CD8^+^ T cells after TP‐16 treatment (Fig 4K). Similarly, the expression levels of IFN‐γ (Fig EV2I) and TNF‐α (Fig EV2J) were higher in CD4^+^ T cells. Overall, TP‐16 reprogrammed IMCs toward a less immunosuppressive state and enhanced T‐cell‐mediated anti‐tumor immunity *in vivo*.

### TP‐16 reverses the immunosuppressive capacity of IMCs

We next investigated whether EP4 inhibition by TP‐16 directly regulated IMCs differentiation and activation. For macrophages analysis (De Henau *et al*, 2016; Tan *et al*, 2018), mouse BM cells were polarized into M1 macrophages or M2 macrophages using IFN‐γ or IL‐4, respectively. TP‐16 significantly suppressed PGE_2_‐induced polarization of M2 macrophages in a concentration‐dependent manner (Fig EV3A). Notably, simultaneous TP‐16 treatment was slightly superior to sequential TP‐16 treatment in M2 macrophage generation triggered by PGE_2_. TP‐16 enhanced the expression of prototypic M1 macrophages markers *Cxcl10* and *Tnfa* on M‐CSF/IFN‐γ stimulation (Fig 5A). However, the expression level of M2 markers (*Arg‐1, Ym1,* and *CD206*) was lower in IL‐4‐polarized M2 macrophages after TP‐16 treatment (Fig 5B). Thereafter, we assessed the effect of TP‐16 on MDSC differentiation and expansion using a GM‐CSF/IL‐6/PGE_2_‐derived MDSC differentiation model (Svoronos *et al*, 2017). TP‐16 significantly inhibited PGE_2_‐dependent expansion of both mMDSCs and PMN‐MDSCs (Fig 5C). Furthermore, TP‐16 reduced the expression of several typical MDSCs markers such as *Arg‐1, Ptgs2, Il‐10,* and *Il‐4ra* (Fig 5D).

**Figure EV3:**
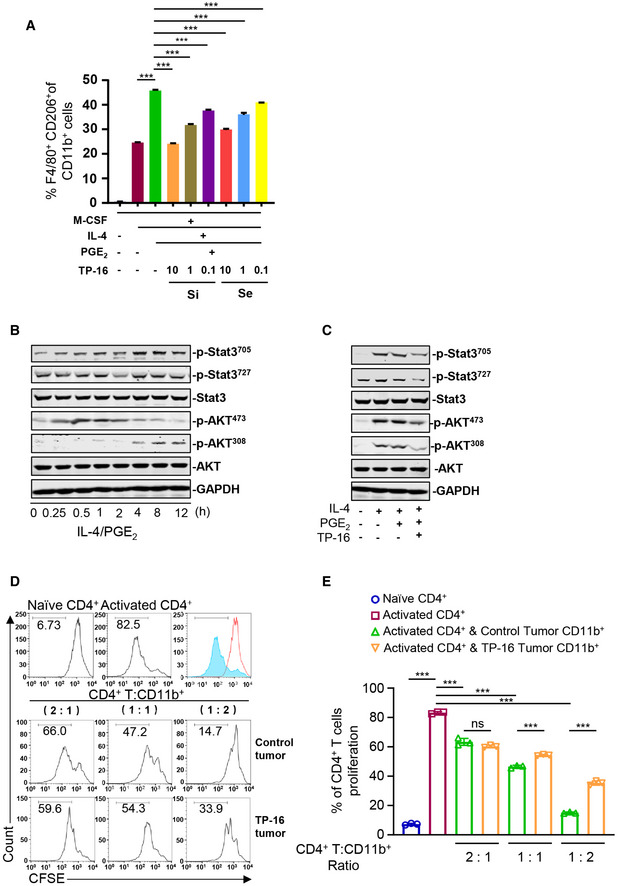
TP‐16 suppresses M2 macrophage differentiation and reverses T‐cell proliferation when cultured with tumor‐infiltrating CD11b^+^ myeloid cells AMouse bone marrow cells were cultured with M‐CSF/IL‐4/PGE_2_ for 6 days and varied concentrations of TP‐16 was simultaneously (day 0) or sequentially (day 3) added. The generation of M2 macrophages (F4/80^+^CD206^+^) was analyzed by flow cytometry analysis. Si: simultaneous TP‐16 treatment; Se: sequential TP‐16 treatment. Data are presented as mean ± SEM. One‐way analysis of variance (ANOVA) and Tukey's multiple comparison test were performed; ***P < 0.001 (*n* = 3).B, CMouse bone marrow‐derived macrophages (BMMs) were stimulated with 20 ng/ml mouse recombinant IL‐4 alone or in combination with 100 nM PGE_2_, in the absence or presence of 10 μM TP‐16 for the indicated time. The expression of p‐STAT3^705^, p‐STAT3^727^, p‐STAT3, p‐AKT^473^, p‐AKT^308^, and AKT was detected by Western blotting. GAPDH served as the loading control.D, ERepresentative histograms (D) and percentage (E) of CD4^+^ T‐cell proliferation at a ratio of 2:1, 1:1, and 1:2 CD4^+^ T cells to CD11b^+^ myeloid cells collected from CT26 tumor‐bearing mice at 2 weeks post‐treatment with vehicle or 75 mg/kg TP‐16. All data are presented as mean ± SEM derived from three independent experiments (*n* = 3). A two‐tailed unpaired Student’s *t‐*test was performed, ***P < 0.001. Source data are available online for this figure.

**Figure 5:**
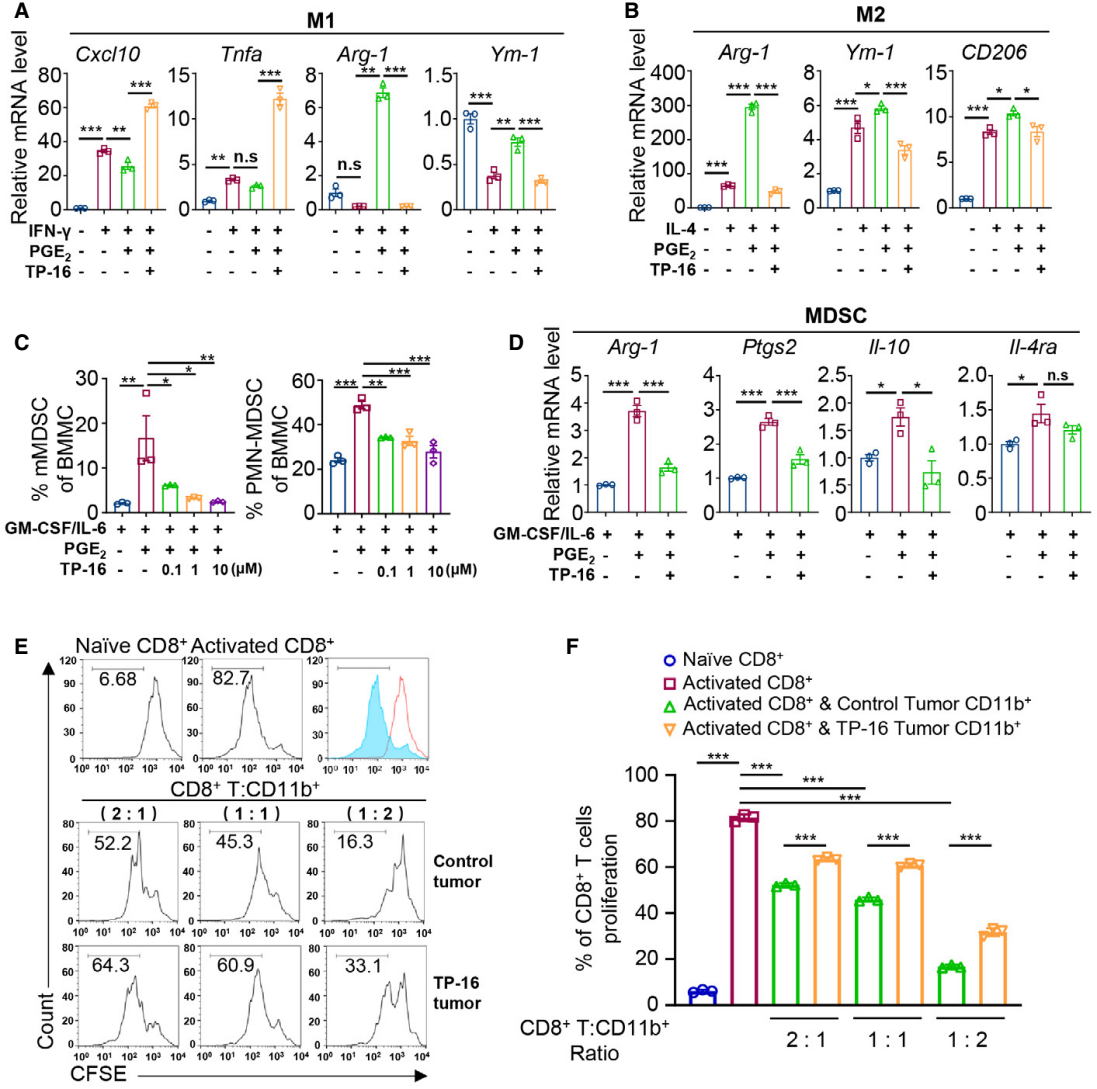
EP4 antagonist TP‐16 reverses the immunosuppressive effects of PGE_2_ on myeloid differentiation and activation A, BM‐CSF‐induced mouse bone marrow‐derived macrophages (BMMs) were stimulated with 50 ng/ml mouse recombinant IFN‐γ (A) or 20 ng/ml mouse recombinant IL‐4 (B) in the absence or presence of PGE_2_ ± varying concentrations of TP‐16 for 12 h. The mRNA levels of selected M1 markers (*Cxcl10* and *Tnfa*) and M2 markers (*Arg‐1* and *Ym‐1*) were measured by qPCR. Data are normalized to β‐actin expression levels (*n* = 3).CBone marrow cells were cultured with 40 ng/ml GM‐CSF/IL‐6 or co‐stimulated with PGE_2_ ± varying concentrations of TP‐16 for 6 days. Representative quantification of Ly6C^+^Ly6G^−^ monocytic myeloid‐derived suppressor cells (mMDSCs) and Ly6C^mid^Ly6G^+^ PMN‐MDSCs (*n* = 3).DBone marrow cells were treated with GM‐CSF/IL‐6 for 6 days to induce MDSCs and thereafter with PGE_2_ ± varying concentrations of TP‐16 for 12 h. The mRNA levels of selected MDSC markers (*Arg‐1, Ptgs2, Il‐4,* and *Il‐10*) were measured by qPCR. Data are normalized to β‐actin expression levels (*n* = 3).E, FIn vitro T‐cell suppression activity of CT26‐ tumor‐infiltrating CD11b^+^ myeloid cells collected at 2 weeks post‐treatment with vehicle or 75 mg/kg TP‐16. CD8^+^ T cells were labeled with CFSE and then stimulated with CD3/CD28 antibodies for 3 days in the absence or presence of tumor‐infiltrating CD11b^+^ myeloid cells from vehicle‐ or 75 mg/kg TP‐16‐treated CT26 tumors. Representative flow cytometry histograms (E) and percentages (F) of proliferating CD8^+^ T cells when plated in a ratio of 2:1, 1:1, and 1:2 CD8^+^ T cells to CD11b^+^ myeloid cells (*n* = 3). Data information: Data are presented as mean ± SEM. (A‐D, F) One‐way analysis of variance (s), Tukey's multiple comparison; *P < 0.05; **P < 0.01; ***P < 0.001. Exact *P* values and statistical tests are listed in Appendix Table S8.

The STAT3 and AKT pathways play a critical role in regulating myeloid lineage cells (Gabrilovich *et al.*, 2012; Kaneda *et al*, 2016). We further assessed the activation of STAT3 and AKT signaling using Western blotting. The levels of p‐STAT3 and p‐AKT were significantly increased in myeloid cells incubated with IL‐4/PGE_2_ (Fig EV3B and C). Of note, TP‐16 significantly reversed IL‐4/PGE_2_‐induced phosphorylation of STAT3 and AKT.

Subsequently, we evaluated the direct effect of IMCs derived from the control vehicle‐ or TP‐16‐treated CT26 tumor‐bearing mice on naïve T‐cell proliferation *in vitro*. CD8^+^ T cells were isolated from normal BALB/c mice by magnetic bead separation and were labeled with a fluorescent probe (carboxyfluorescein succinimidyl ester [CFSE]). Labeled CD8^+^ T cells were stimulated with CD3/CD28 antibodies for 3 days in the presence of tumor‐infiltrating CD11b^+^ myeloid cells from the control vehicle or TP‐16 treated CT26 tumor‐bearing mice. Notably, CD11b^+^ myeloid cells from the TP‐16‐treated group suppressed proliferation of CD8^+^ T cells to a lesser extent compared with those from the control vehicle‐treated group (Fig 5E and F). Similar results of TP‐16 treatment were observed in CD4^+^ T cells (Fig EV3D and E). In summary, TP‐16 effectively reversed the immunosuppressive capacity of IMCs.

### TP‐16 improves the efficacy of PD‐1 blockade

We next asked whether TP‐16 enhanced the response of PD‐1 blockade in syngeneic colon cancer models. Monotherapy with TP‐16 or anti‐PD‐1 inhibited tumor growth at the indicated dosage; however, combination therapy demonstrated a much more potent anti‐tumor efficacy than either monotherapies (Fig 6A). Importantly, the combination of TP‐16 and anti‐PD‐1 remarkably prolonged the survival of tumor‐bearing mice: The median survival times for the control group (*n* = 10), TP‐16 group (*n* = 10), anti‐PD‐1 group (*n* = 10), and combination group were 16, 30, 37, and 96 days, respectively. Of note, 50% of the animals in the combination therapy group (5/10) achieved complete remission. No body weight loss was noted in any of the cohorts, indicating that the dose was well‐tolerated *in vivo* (Fig EV4A). In addition, the combination therapy of TP‐16 and anti‐PD‐1 showed significant anti‐tumor effects in an MC38 colorectal tumor model without systematic toxicity affecting body weight (Fig EV4B and C).

**Figure 6:**
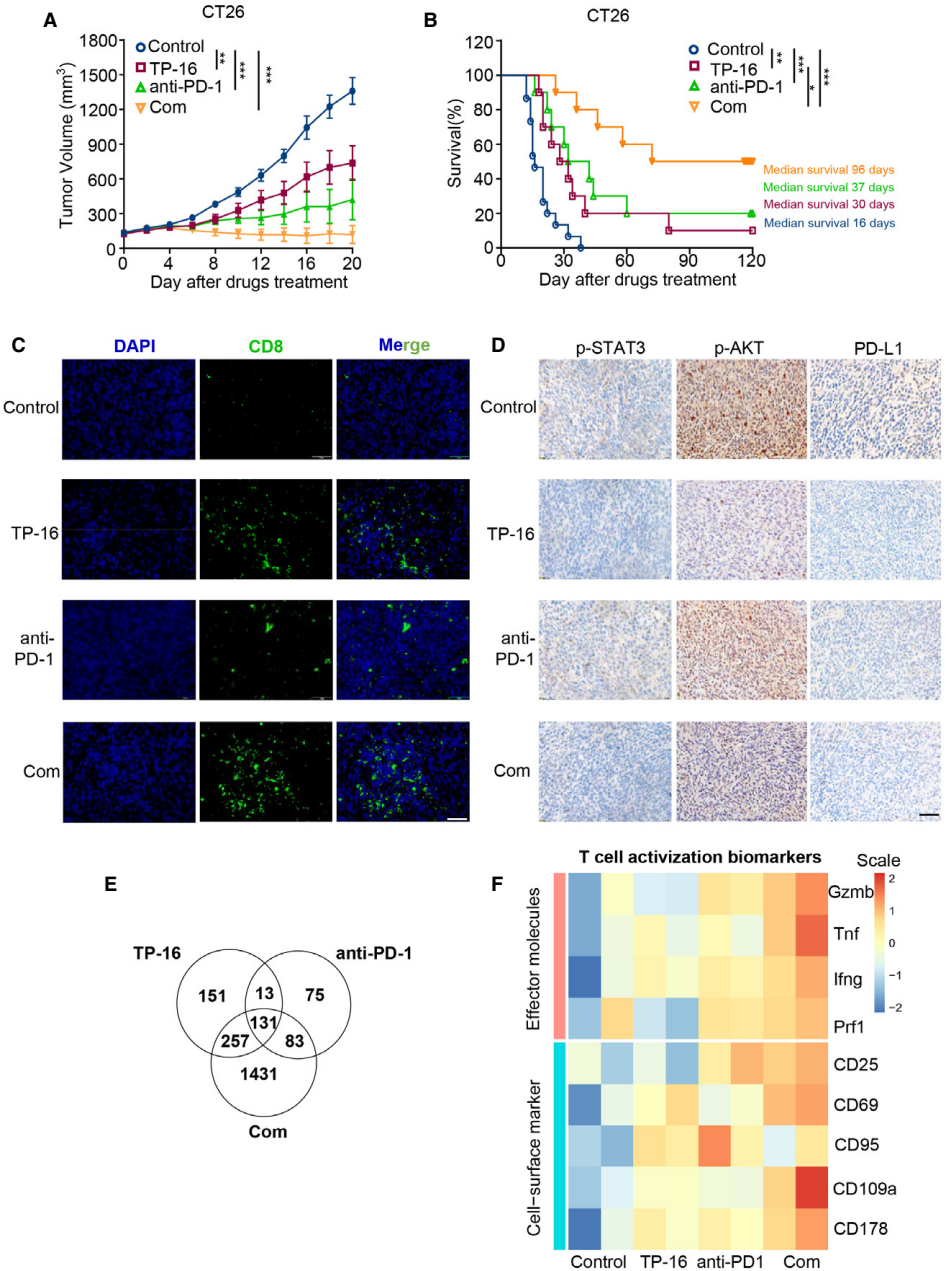
EP4 antagonist TP‐16 improves the efficacy of immune checkpoint blockade and induces a durable anti‐tumor immune response in CT26 tumor‐bearing mice The growth of CT26 tumor volume when treated with vehicle, TP‐16 (75 mg/kg, p.o., daily), anti‐PD‐1 antibody (50 μg, i.p., twice weekly) or their combination (left) and percent change in tumor volumes between days 0 and 20 (right) (*n* = 12).BALB/c mice with subcutaneous CT26 tumors were treated with vehicle, TP‐16 (75 mg/kg, p.o., daily), PD‐1 antibody (50 μg, i.p., twice weekly) or combined therapies for 2 weeks. Animal survival (time to tumor burden reaching 2,000 mm^3^) was analyzed by the Kaplan–Meier method using GraphPad Prism (*n* = 10). *P* values were calculated using the log‐rank test.Representative immunofluorescence staining images of tumor sections from CT26 tumor‐bearing mice stained for CD8 and DAPI. Scale bars, 50 μm.Representative immunostaining images of tumor sections from CT26 tumor‐bearing mice stained for p‐STAT3, p‐AKT, and PD‐L1. Scale bars, 100 μm.Transcriptome profile changes mediated by the synergy of TP‐16 and anti‐PD‐1 analyzed using Agilent SurePrint G3 Mouse GE V2.0 Microarray. Venn diagrams depicting the number of changed genes (FC ≥ 2 or FC ≤ −2, *P* ≤ 0.05) compared with vehicle control following TP‐16, anti‐PD‐1 antibody, or TP‐16 and anti‐PD‐1 combined therapy.The heatmap of T‐cell activation biomarkers for RNA‐seq analysis. The unit of heatmap scale is expression value after centering and scaling by genes. Data information: Data are presented as mean ± SEM. (A) One‐way analysis of variance one‐way analysis (ANOVA), Tukey's multiple comparison; **P < 0.01; ***P < 0.001. (B) log‐rank test; *P < 0.05; **P < 0.01; ***P < 0.001. Exact *P* values and statistical tests are listed in Appendix Table S8. Source data are available online for this figure.

**Figure EV4:**
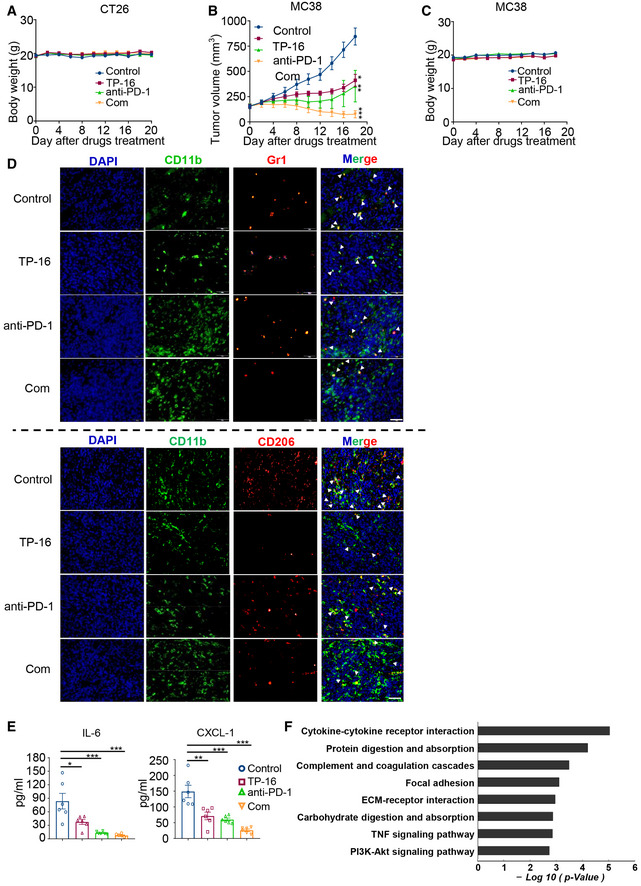
In vivo efficacy of EP4 antagonist (TP‐16) combined with immune checkpoint blockade Body weight of mice (CT26 syngeneic tumor model).The growth of MC38 tumors treated with vehicle, TP‐16 (75 mg/kg, po, daily), anti‐PD‐1 (50 μg, ip, twice weekly), and TP‐16 combined with anti‐PD‐1 antibody (*n* = 8 per group). Data are presented as mean ± SEM. One‐way ANOVA and Tukey's multiple comparison test were performed; *P < 0.05; **P < 0.01; ***P < 0.001.Body weight of mice (MC38 syngeneic tumor model).Representative immunofluorescence staining images of tumor sections from CT26 tumor‐bearing mice stained for myeloid‐derived suppressor cells (MDSCs; CD11b^+^Gr1^+^, upper panel) and M2 macrophages (CD11b^+^CD206^+^, lower panel). Scale bars, 50 μm.Cytokines (IL‐6 and CXCL1) in the peripheral blood of CT26 tumor‐bearing mice treated as indicated were measured by enzyme‐linked immunosorbent assay (ELISA) on the last day of treatment (*n* = 6). One‐way analysis of variance (ANOVA) and Turkey *post hoc* test were performed, *P < 0.05, **P < 0.01; ***P < 0.001.Pathway enrichment was analyzed based on the subsets of differentially expressed genes influenced by the combination therapy of TP‐16 and anti‐PD‐1 antibody. Source data are available online for this figure.

Further, we examined the effects of the combination therapy of TP‐16 and anti‐PD‐1 antibody on the tumor microenvironment. Immunofluorescence analysis of tumor tissues showed that the combination therapy of TP‐16 and anti‐PD‐1 antibody significantly increased the cytotoxic CD8^+^ T‐cell population and reduced MDSCs (CD11b^+^Gr1^+^) and M2 macrophages (CD11b^+^CD206^+^) compared with control vehicle‐ and monotherapy‐treated groups (Figs 6C and EV4D). Tumor‐derived PGE_2_ has been reported to increase the expression of immunosuppressive molecule PD‐L1 in IMCs (Prima *et al*, 2017); however, the involvement of EP subtypes is not defined. Notably, immunohistochemical analysis revealed that TP‐16 monotherapy or the combination therapy of TP‐16 and anti‐PD‐1 antibody effectively repressed PD‐L1 expression and reduced p‐STAT3 and p‐AKT levels, suggesting that EP4 receptor is involved in the regulation of PD‐L1 expression (Fig 6D). Further evidence of reduced immunosuppression following the combination therapy was a significant decrease in pro‐tumor cytokines, such as IL‐6 and CXCL‐1 in the serum of tumor‐bearing mice (Fig EV4E). Overall, TP‐16 facilitated anti‐PD‐1 therapy by reshaping the tumor microenvironment and promoting cytotoxic T‐cell‐mediated tumor regression.

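CT26 is a colon carcinoma cell line of BALB/c mice. The transcriptome was measured in tumors grown subcutaneously from 500000 implanted CT26 cells, after 2 weeks of treatment with vehicle, TP-16 (75 mg/kg by mouth, every day), anti-PD-1 antibody (50 µg into the peritoneum, 2 doses a week) or both agents. TP-16 blocks EP4, a receptor for prostaglandin E2, and the antibody blocks PD-1, an inhibitory receptor of T cells. Total RNA of 2 samples per group was labelled with 1 dye and hybridised to Agilent SurePrint G3 mouse arrays, which gave 8 arrays in 4 groups. All 8 arrays lay on 1 slide and were read in 1 scan. The vehicle and TP-16 arrays filled row 1 of the slide, and the anti-PD-1 and combination arrays filled row 2. The TP-16 and combination arrays lay in columns 3 and 4, and the vehicle and anti-PD-1 arrays in columns 1 and 2. Slide row and antibody treatment cannot be told apart in this layout, nor can slide column and TP-16 treatment. Each array held 62976 spots, of which 59305 carried 56605 different mouse probes. The 75th percentile of spot intensity was 371.1 and 378.1 on the vehicle arrays, 530.2 and 550.8 on the TP-16 arrays, 398 and 414.9 on the anti-PD-1 arrays, and 607.1 and 733.6 on the combination arrays. Between 51.4% and 59.7% of the probes were well above background on each array, and 0 were saturated. The authors' scanner software subtracted the background and removed spatial trends from the intensities. The methods name GeneSpring for normalization, without the kind of normalization. The authors' deposited table of log2 values has the same distribution on each array, with sorted values that differed by at most 0.00101, as quantile normalization gives. Here the scanner intensities were taken to log2, and the 75th percentile of each array was subtracted. Spots with an outlier mark were left out, and with them 38 probes that had no unmarked spot on at least 1 array. A probe was tested if it was well above background on both arrays of at least 1 group, which held for 31912 of 56567 probes. All 4 groups entered 1 limma fit with a shared estimate of the spread, which has 4 residual degrees of freedom. A gene with several probes is given by the probe with the highest mean over all 8 arrays. Replicates of the vehicle group lay farthest apart. The difference between the 2 arrays of a group had an SD over the tested probes of 0.68 (vehicle), 0.53 (TP-16), 0.44 (anti-PD-1) and 0.42 (combination) on the log2 scale. The 2 vehicle arrays correlated with each other across probes at 0.978, less than each did with its nearest anti-PD-1 array (0.980 for both). The correlation within the other groups was 0.988 (TP-16), 0.991 (anti-PD-1) and 0.992 (combination). TP-16 replicate 1 was nearer to combination replicate 1 (0.9903) than to TP-16 replicate 2. The number of arrays limits the precision of every value.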

To further explore the mechanisms of these agents, we assessed global transcriptome changes in CT26 tumors isolated from the control vehicle, monotherapy, and combination therapy group mice. 

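At a fold change of at least 2 and an unadjusted p of at most 0.05, limma called 1972 probes changed by TP-16 against vehicle, 1222 by anti-PD-1 and 4879 by the combination. Simulated groups without change, compared with a simulated vehicle group, gave means of 288, 285 and 283 such probes over 100 simulations, with a range of 236 to 341. The simulations drew probes independently and gave all groups the same spread. The real vehicle arrays lay farther apart than those of the other groups, so the simulated counts may be too low. Testing all 56567 probes, dim ones included, gave 8206 probes for TP-16, 2980 for anti-PD-1 and 11733 for the combination. As a ratio to the main count, this moved TP-16 most. The methods' t-test, run on the same values and arrays, called 528, 303 and 2255 probes at this threshold, the largest ratio for anti-PD-1. For the combination the largest ratio came with that test on the authors' log2 values (1914), an alternative chosen after the data had been seen. Single arrays also moved the counts. Without combination replicate 2 the count for the combination was 2999, and without vehicle replicate 1 the count for anti-PD-1 was 2292. The direction of the changes differed between the 75th percentile and quantile normalization, and with single vehicle arrays left out. With the 75th percentile subtracted, 1953 of the 4879 probes called for the combination were higher than in vehicle (40.0%) and 2926 were lower. After quantile normalization, 3052 of 4470 were higher (68.3%). For TP-16 the share of higher probes was 25.4% (501 of 1972) with the 75th percentile and 70.4% (1427 of 2028) with quantile normalization. For anti-PD-1 it was 43.6% (533 of 1222) and 74.5% (1084 of 1455). Normexp background correction gave 32.0% for TP-16, 79.6% for anti-PD-1 and 39.0% for the combination, so it changed the majority for anti-PD-1 only. Probes well above background on all arrays also changed it for anti-PD-1 only, with 33.9%, 72.9% and 42.1% in the same order. With dim probes included, the shares fell to 6.1%, 20.1% and 17.3%. In the main scaling, the shares for TP-16, anti-PD-1 and the combination were 15.1%, 19.6% and 32.0% without vehicle replicate 1, and 48.2%, 71.4% and 51.0% without vehicle replicate 2. The median log2 fold change of all 31912 tested probes was -0.20 for the combination, -0.12 for TP-16 and -0.097 for anti-PD-1 with the 75th percentile. With quantile normalization it was -0.013, 0.036 and -0.0097.

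**Figure D1:**
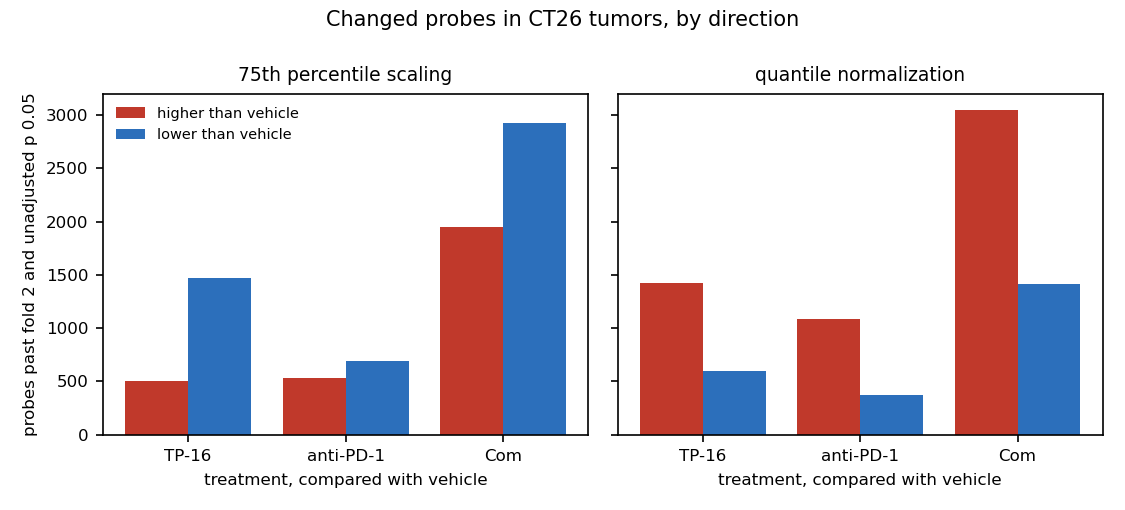
Number of probes called higher (red) and lower (blue) than in vehicle at a fold of at least 2 and an unadjusted p of at most 0.05, for TP-16, anti-PD-1 and the combination. The left panel has arrays scaled to their 75th percentile and the right panel quantile-normalized arrays. Lower probes outnumber higher ones in the left panel and higher ones outnumber lower ones in the right panel in all 3 comparisons.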

We found that the mRNA expression of genes was considerably diverse among the different treatment groups (|FC| ≤ 2, and *P* value ≤ 0.05) (Fig 6E). 

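With Benjamini-Hochberg adjustment in limma and the same fold of 2, 17 probes differed between TP-16 and vehicle (1 higher and 16 lower), 23 between anti-PD-1 and vehicle (9 higher and 14 lower), and 4004 between the combination and vehicle (1620 higher and 2384 lower). Quantile-normalized arrays gave 139 probes for TP-16 (90 higher), 35 for anti-PD-1 (27 higher) and 3363 for the combination (2312 higher). The count for the combination rested on 1 array. Without combination replicate 2, limma called 0 probes after adjustment, with 9425 at an unadjusted p of at most 0.05 and any fold. Without combination replicate 1 it called 3679. The counts for the single agents fell to 0 without any 1 of the 6 treated arrays, and without a vehicle array they rose to 355 or 800 (TP-16) and 165 or 293 (anti-PD-1). The methods' t-test called 0 probes after adjustment in all 3 comparisons, with 4075, 3328 and 8234 probes at an unadjusted p of at most 0.05 and any fold. Its adjusted counts cannot weigh against the limma calls, since it also found 0 of 200 planted changes after adjustment in simulated data. The treated groups were also compared directly. The combination and TP-16 differed in 0 probes by limma after adjustment, against 7131 at an unadjusted p of at most 0.05 and any fold. With a trended, robust estimate of the spread that count was 215, with normexp background correction 147, and with the methods' t-test 0. The combination and anti-PD-1 differed in 5 probes, all lower under the combination, against 8348 at an unadjusted p of at most 0.05 and any fold. The trended, robust estimate gave 430 probes here (190 higher), normexp 422 (180 higher), probes well above background on all arrays 266 (96 higher), and the methods' t-test 0. The 5 probes, chosen after their values were seen, belong to Smyd4, Dgki, Htr5a, A230055C15 and A830008E24Rik. Each was well above background on both anti-PD-1 arrays and on no other array, so its level under the combination is only bounded. Set against the dimmest probes well above background, Smyd4 was at least 6.68-fold lower under the combination and A830008E24Rik at least 1.91-fold lower. Of these 5 probes 0 were called without 1 of the anti-PD-1 or combination arrays. A departure from additivity on the log2 scale, that is, a combined effect that differs from the sum of the single effects, was called for 0 probes by limma (smallest adjusted p 0.0704), with 2336 at an unadjusted p of at most 0.05 and any fold. Quantile normalization gave 14 such probes, the trended, robust estimate 0, and the fit without vehicle replicate 2 gave 13. At the unadjusted threshold, 1519 of the 1972 probes called for TP-16 were also called for the combination (77.0%), 1515 of them in the same direction, as were 972 of the 1222 called for anti-PD-1 (79.5%), 970 of them in the same direction. The 3 comparisons share the vehicle arrays. In the simulations, where the shared vehicle group was drawn too, 24.4% and 24.6% of the calls were shared for that reason alone. The real vehicle arrays had a wider spread than the simulated ones allow for, so the simulated overlaps may be too low. In all 3 comparisons 697 probes were called, against a mean of 30.5 in the simulations. In the combination comparison alone 3085 were called, and 1757 without combination replicate 2.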

TP‐16 or anti‐PD‐1 monotherapy changed the gene expression pattern to a certain extent compared with vehicle control treatments, whereas the combination therapy reshaped the gene expression profile of the populations in the tumor microenvironment (Fig 6E). 

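The KEGG gene lists were not used here. Lists of genes written by hand, or taken by the start of the gene name, stand in for them. Of the tested genes, 162 of 217 for cytokines and 128 of 279 for PI3K-AKT came from the start of the name alone, and 0 of 102 for TNF signaling. That selection also took in genes such as the kinase Bmp2k and the binding proteins Itgb1bp1 and Itgb3bp, which are not cytokines or integrins. Of 21616 genes tested, 3684 were called between combination and vehicle at a fold of 2 and an unadjusted p of at most 0.05. Of 217 genes for cytokines, chemokines and their receptors, 80 were called (36.9%, against 16.8% of the other genes). The odds ratio was 2.88 (95% confidence interval 2.15 to 3.84, Fisher's exact test, two-sided, p = 2.1e-12, adjusted p = 1.75e-11 after Benjamini-Hochberg over 25 lists), and 59 of the 80 were higher under the combination. Fisher's test takes genes as independent, so its p-values and intervals here do not measure the spread between samples. On the mean change of this list, fry gave a p of 0.0367 (0.0514 after Benjamini-Hochberg over 7 lists). Limma's camera with an estimated correlation between genes gave a p of 0.0715. Without vehicle replicate 1 the odds ratio was 1.96, the lowest with any 1 array left out. With calls from the methods' t-test, an alternative chosen after the values were seen, it was 1.46 (Fisher's exact test, p = 0.0808). Of 102 genes of TNF signaling, 19 were called (18.6%, against 17.0%), an odds ratio of 1.11 (0.639 to 1.86, Fisher's exact test, p = 0.692, adjusted p = 0.824). It fell below 1 when dim probes were kept (0.782), with calls from the methods' t-test (0.824) and without vehicle replicate 1 (0.87). The called genes of this list were mostly higher: 16 rose (odds ratio 2.64, Fisher's exact test, p = 0.00108, adjusted p = 0.00231) and 3 fell. Of 279 genes of the PI3K-AKT pathway, 52 were called (18.6%, against 17.0%), an odds ratio of 1.12 (0.808 to 1.52, Fisher's exact test, p = 0.471, adjusted p = 0.589). Among them 33 rose (odds ratio 1.91, Fisher's exact test, p = 0.00142, adjusted p = 0.00273) and 19 fell. After quantile normalization 58 genes were called and the odds ratio was 1.54 (Fisher's exact test, p = 0.00483, adjusted p = 0.00929). Without vehicle replicate 2 it was 1.36 (Fisher's exact test, p = 0.0453), and when dim probes were kept it was 0.868. The genes of a list were not called alike. Ccl5, a gene of both the cytokine and the TNF list, has its probe on chromosome 11 at 83339296 to 83339355 in the mm9 build of the files. Its log2 intensity relative to the array's 75th percentile was 2.14 ± 0.51 (SD, n = 2) in vehicle and 6.19 ± 0.51 (SD, n = 2) under the combination, a log2 fold change of 4.05 (standard error 0.38, limma adjusted p of 0.0102). Cxcl10, on chromosome 5 at 92775781 to 92775840, rose by 1.84 (standard error 0.34, limma adjusted p of 0.0155). Its other tested probe rose by 1.02 (limma adjusted p of 0.166). Il6, on chromosome 5 at 30346367 to 30346426 and a member of all 3 lists, changed by -1.16 (standard error 0.23, limma adjusted p of 0.0175), from -0.61 ± 0.42 to -1.77 ± 0.26. Without combination replicate 2 the adjusted p of these genes was 0.065, 0.0956 and 0.106, and the directions were the same.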

Pathway enrichment analysis revealed that multiple inflammation‐ and immunity‐related pathways, such as cytokine‐cytokine receptor interactions, the TNF signaling pathway, and the PI3K‐AKT signaling pathway, may be responsible for the synergistic effect of TP‐16 and anti‐PD‐1 antibody combination therapy (Fig EV4F). 

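The 8 genes behind these markers are Gzmb, Tnf, Ifng, Prf1, Il2ra (CD25), Cd69, Lamp1 (CD107a) and Fasl (CD178), and each was well above background on all 8 arrays. Values are log2 intensities relative to the array's 75th percentile, given as the mean of 2 arrays with their SD, and positions are those of the probes in the mm9 build. Gzmb (NM_013542, chromosome 14, 56877916 to 56877975) was 2.93 ± 1.08 in vehicle and 4.57 ± 0.29 under the combination, a log2 fold change of 1.64 (standard error 0.48, limma adjusted p of 0.046). Tnf (NM_013693, chromosome 17, 35336795 to 35336854) rose from -2.06 ± 0.82 to 0.088 ± 0.50, by 2.15 (standard error 0.49, limma adjusted p of 0.0252). Ifng (NM_008337, chromosome 10, 117882841 to 117882900) rose from -2.03 ± 2.18 to 2.03 ± 0.51, by 4.06 (standard error 0.96, limma adjusted p of 0.0276). Prf1 (NM_011073, chromosome 10, 60766941 to 60767000) rose by 0.76 (standard error 0.44, limma adjusted p of 0.228), which is within the spread of the replicates. Of the surface markers, Il2ra (NM_008367, chromosome 2, 11614744 to 11614803) rose by 1.44 (limma adjusted p of 0.0435), Cd69 (NM_001033122, chromosome 6, 129217697 to 129217756) by 1.32 (0.0304) and Fasl (NM_010177, chromosome 1, 163711056 to 163711115) by 2.59 (0.0269). Lamp1 (NM_010684, chromosome 8, 13175277 to 13175336) went from 7.62 ± 0.09 to 7.41 ± 0.034, a change of -0.21 (limma adjusted p of 0.198), and its direction depended on the scaling, with a rise of 0.48 after quantile normalization (limma adjusted p of 0.0369). A dimmer Il2ra probe, above background on 5 arrays, changed by -1.12 (limma adjusted p of 0.115), and the other Tnf probe rose by 1.14 (0.053). In both scalings the 2 combination arrays lay above all 6 others for Gzmb, Tnf, Ifng, Il2ra, Cd69 and Fasl. These 6 genes passed a fold of 2 and adjusted p between combination and vehicle, and the same number passed when adjusted over the list alone. Neither single agent reached that for any of the 8 (limma, 0 genes, with 2 for TP-16 and 4 for anti-PD-1 at an unadjusted p of at most 0.05). The 6 calls rest on the spread shared by all 4 groups, while the vehicle arrays lay farther apart for most of these genes. With only the combination and vehicle groups fitted, limma called 0 probes after adjustment, against 11919 at an unadjusted p of at most 0.05 and any fold. Fewer arrays enter that fit. The combination differed from TP-16 and from anti-PD-1 in 0 of the 8 after adjustment, with 4 and 1 at an unadjusted p of at most 0.05. Without combination replicate 2, the adjusted p of the 6 genes lay between 0.14 (Tnf) and 0.207 (Gzmb), and all 6 still rose. Leaving out combination replicate 1 gave 0.0529 (Tnf) to 0.099 (Gzmb). Of the 6 genes, only Tnf kept an adjusted p of at most 0.05 without any 1 of the TP-16 and anti-PD-1 arrays, where the highest was 0.0788. When vehicle replicate 1 was left out, Gzmb, Il2ra and Cd69 rose by 0.88, 0.79 and 0.91, less than a fold of 2, and the limma adjusted p was 0.0641 for Tnf and 0.0744 for Cd69. Ifng then rose by 2.52, against 5.60 without vehicle replicate 2. As a list, the 8 genes had a mean log2 fold change of 1.72 under the combination (fry p of 0.0464, 0.227 after Benjamini-Hochberg over 5 comparisons), 1.1 under anti-PD-1 (0.136) and 0.59 under TP-16 (0.539). The mean was 1.12 for the combination against TP-16 (fry p of 0.102) and 0.62 against anti-PD-1 (0.4). With 1 array left out, the mean under the combination lay between 1.01 and 2.43, and its fry p exceeded 0.05 without any 1 of the 6 treated arrays, up to 0.168 without combination replicate 2. The mean under TP-16 fell to -0.11 without vehicle replicate 1 and rose to 1.30 without vehicle replicate 2. From the joint rise of these genes in the combination group, the paper proposes a stronger immune response against the tumor.

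**Figure D2:**
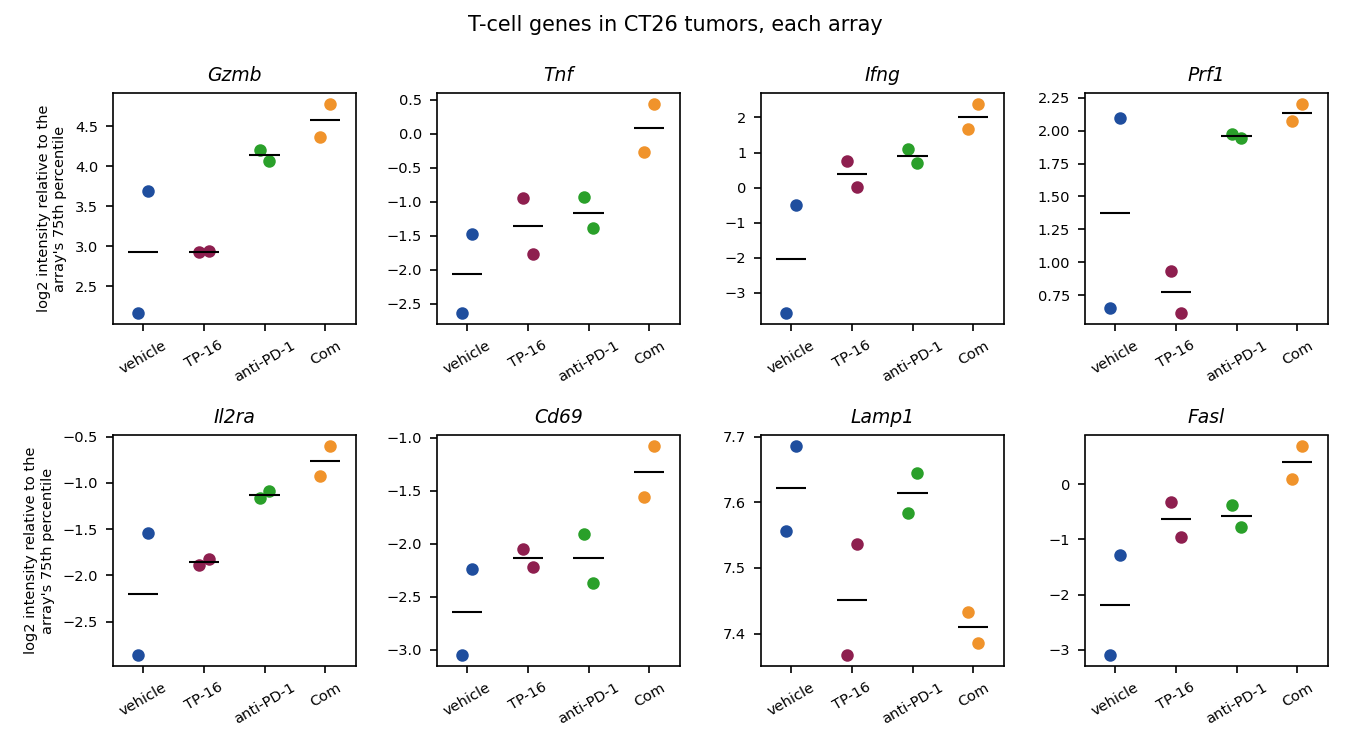
Log2 intensity of the 8 genes relative to the 75th percentile of each array, in vehicle, TP-16, anti-PD-1 and combination tumors. Each point is 1 array (2 per group) and each line the group mean. The vehicle arrays lie farthest apart for most genes, and Lamp1 is the gene whose direction between combination and vehicle depends on the scaling (-0.21 as drawn, 0.48 after quantile normalization).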

Notably, the combination therapy of TP‐16 and anti‐PD‐1 simultaneously elevated the expression of T‐cell cytolytic effector molecules (*Gzmb*, *Tnfa*, *Ifng,* and *Prf1*) and T‐cell activation cell surface markers (CD25, CD69, CD107a, and CD178) (Fig 6F), suggesting augmented anti‐tumor immunity in a syngeneic colon cancer mouse model.

### TP‐16 renders anti‐PD‐1 antibody effective in AOM/DSS‐induced colorectal cancer model

The azoxymethane/dextran sodium sulfate (AOM/DSS) model, a chronic inflammation‐induced colon cancer model with increased PGE_2_ generation and IMCs infiltration, reflects the pathological process of human colorectal cancer (Neufert *et al*, 2007). We investigated the effect of EP4 blockade and anti‐PD‐1 in the AOM/DSS colorectal cancer model (Fig 7A). We found that TP‐16 monotherapy alone moderately reduced the total tumor number and size, whereas anti‐PD‐1 monotherapy failed to eliminate established tumors with a diameter of > 4 mm (Fig 7B and C). Importantly, the combination therapy of TP‐16 and anti‐PD‐1 significantly reduced both tumor multiplicity and size, compared with control vehicle treatment group. This combination therapy was well tolerated with no change in intestinal length (Fig 7D).

**Figure 7:**
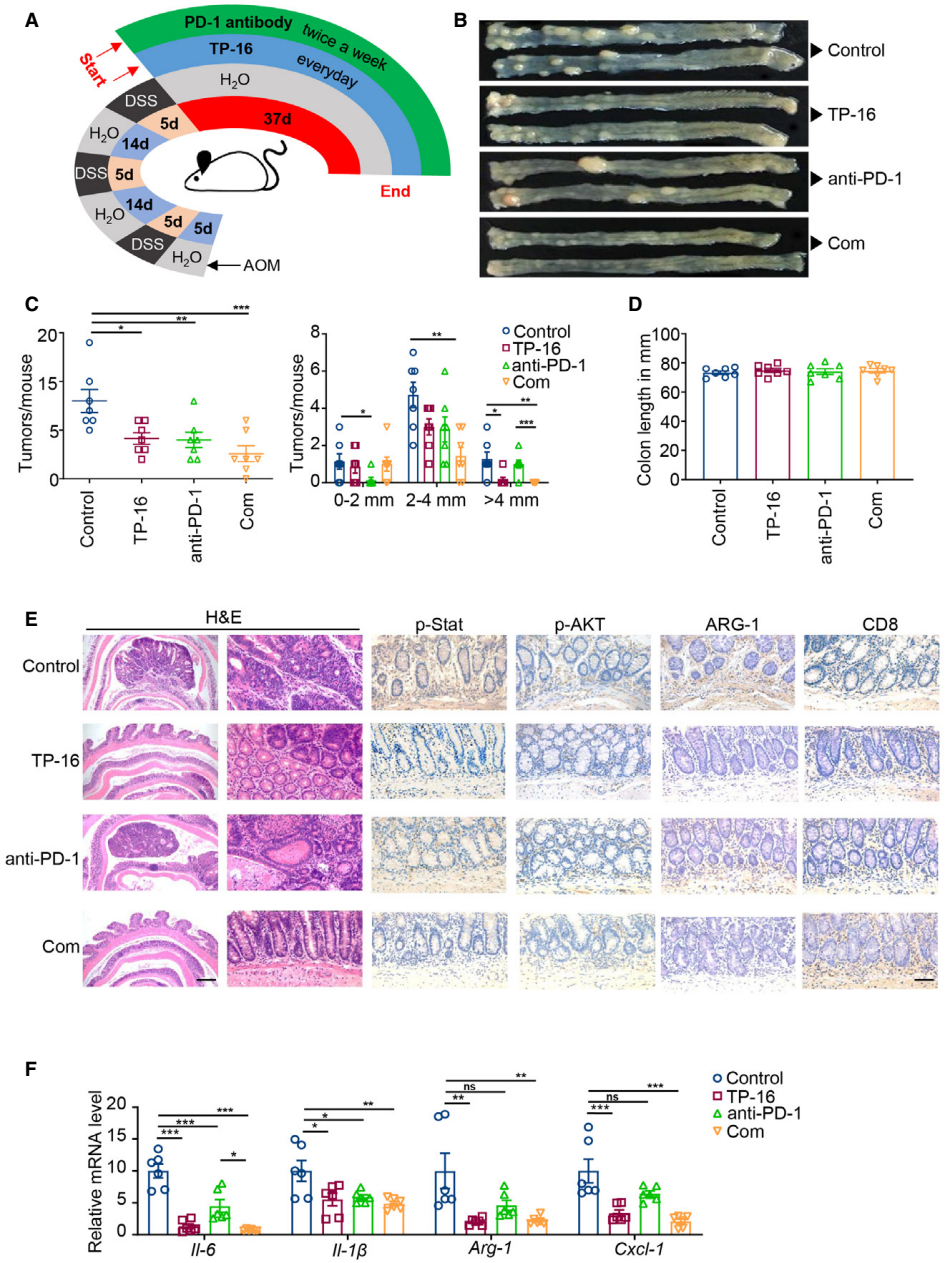
TP‐16 render anti‐PD‐1 antibody effective in AOM/DSS‐induced colorectal cancer model ASchematic diagram of the establishment of azoxymethane/dextran sodium sulfate (AOM/DSS)‐induced colorectal cancer model and drug therapy regimen. AOM/DSS‐induced colorectal tumor mice were treated with vehicle, TP‐16 (75 mg/kg, po, daily), PD‐1 antibody (50 μg, ip, twice weekly), or TP‐16 and anti‐PD‐1 combined. The endpoint was day 37 from treatment initiation.B–DRepresentative resected colons (B), total number of colon tumors per mouse (C, left) and tumor size distribution (C, right), and colon length (D) after 5 weeks of indicated treatment (*n* = 7).ERepresentative hematoxylin and eosin (H&E) staining and immunostaining for CD8, p‐STAT3, p‐AKT, and ARG‐1 of tumors treated with vehicle, TP‐16, anti‐PD‐1 antibody, or TP‐16 and anti‐PD‐1 combined. Scale bars, 500 μm (left images), 50 μm (right images).FQuantitative polymerase chain reaction (qPCR) analysis of the mRNA level of genes associated with immunosuppression (*n* = 6). Data information: Data are presented as mean ± SEM. (C, left panel) One‐way analysis of variance (ANOVA), Tukey's multiple comparison; **P < 0.01; ***P < 0.001. (C, right panel) two‐tailed unpaired Student’s *t*‐test; *P < 0.05; **P < 0.01; ***P < 0.001. (F) Exact *P* values and statistical tests are listed in Appendix Table S8. Source data are available online for this figure.

Hematoxylin and eosin (H&E) staining showed considerably reduced AOM/DSS‐induced adenocarcinoma lesions after the combination therapy of TP‐16 and anti‐PD‐1. Immunofluorescence analysis of the colorectal samples of AOM/DSS revealed greater CD8^+^ cytotoxic T‐cell infiltration in the intestine after the combination therapy. Importantly, this combination therapy regimen effectively reduced the levels of p‐STAT3, p‐AKT, and immunosuppression marker (ARG‐1 protein) (Fig 7E) and up‐regulated CD8 expression in adenocarcinoma lesions. We further found that the expression of crucial inflammatory cytokines such as *Il‐6, Il‐1β, Arg‐1,* and *Cxcl1* was remarkably downregulated by TP‐16 monotherapy; however, the combination therapy of TP‐16 and anti‐PD‐1 antibody was not noticeably more effective than TP‐16 monotherapy (Fig 7F). Overall, TP‐16 converted the immunosuppressive microenvironment and repressed the resistance of anti‐PD‐1 in AOM/DSS‐treated mice, a chronic inflammation‐driven colorectal cancer model.

## Discussion

Diverse regulatory mechanisms are exploited by cancer cells to establish a strong immunosuppressive tumor microenvironment that supports tumor growth, fuels tumor immune escape, and weakens immunotherapeutic efficacy (Zou, 2005; Fleming *et al*, 2018). IMCs, a group of heterogeneous phagocytic populations derived from the common myeloid progenitor, are key mediators of such immunosuppressive mechanisms in a wide range of cancer types (Sica *et al*, 2012). Therapies aimed at blocking the immunosuppressive functions of IMCs include traditional chemotherapeutic agents such as gemcitabine, 5‐fluorouracil, doxorubicin, and paclitaxel as well as recently found agents that reduce MDSCs levels at the tumor sites and in peripheral lymphoid organs in certain therapeutic schedules (Wang *et al*, 2017). Given the plasticity and complexity of infiltrative myeloid cells in the tumor microenvironment, better strategies are required to target IMCs and to enhance cancer treatment efficacy, particularly tumor immunotherapy (Hossain *et al*, 2015). In this study, we focused on the therapeutic disruption of IMC‐mediated immunosuppression by targeting the PGE_2_‐EP4 signaling pathway in colorectal cancer. Thus, we developed a novel and selective human EP4 antagonist, TP‐16 to block the immunosuppressive effects of IMCs in the tumor microenvironment. Importantly, TP‐16 impaired tumor growth in multiple cancer models, reprogrammed myeloid compartments, and enhanced cytotoxic T‐cell infiltration and activation in tumor tissues.

PGE_2_ is a critical factor in colorectal cancer immunopathology. COX2, which catalyzes the biosynthesis of prostanoids, is overexpressed in most colorectal cancer tissues (Dannenberg & Subbaramaiah, 2003). Emerging evidence has indicated that COX2 overexpression in cancer cells dictates the immune landscape of tumors (Wellenstein & de Visser, 2018). For instance, tumor‐derived PGE_2_ drives cancer progression by impairing natural killer cells and the conventional dendritic cell resulting in cancer immune evasion (Zelenay *et al*, 2015; Bottcher *et al*, 2018). Several oncogenic signaling pathways have been reported to stimulate COX2 transcription (Dannenberg & Subbaramaiah, 2003). In this study, we systematically investigated the effects of a panel of oncogenic mutations on COX2 expression and found that gain‐of‐function of the RAS‐MAPK, PI3K‐AKT, and IL‐6‐JAK‐STAT3 pathway significantly induced COX2 expression (Appendix Fig S3). These data suggest that, at least in certain cancers, PGE_2_ produced by cancer cells may impair anti‐tumor immune responses, highlighting the existence of common immune regulatory mechanisms in tumor progression.

Several studies have shown that COX inhibitors, which include nonsteroidal anti‐inflammatory drugs (NSAIDs), reduce the risk of cancer incidence and death due to advanced malignant diseases such as colorectal cancer (Thun *et al*, 2002; Gurpinar *et al*, 2014). Simultaneously, clinical, and epidemiological data have indicated that prolonged COX‐PGE_2_ inhibition with NSAIDs at high dosages is associated with an increased risk of gastrointestinal and cardiovascular events compared with non‐NSAIDs (Mukherjee *et al*, 2001; Wang & Dubois, 2006; Sostres *et al*, 2010). Recently, Deng et al. reported that a prostaglandin E Synthase inhibitor (Cay10526) suppressed tumor malignant progression in a spontaneous lung adenocarcinoma model (Wang *et al*, 2020); however, its clinical benefits require further investigation. To date, several EP4 antagonists have entered human clinical trials for the treatment of migraine, inflammatory diseases, and cancer. Grapiprant is the most advanced EP4 antagonist (phase II) for the treatment of advanced solid tumors; however, its unsatisfactory pharmacokinetic profiles may hinder its clinical efficacy (Markovic *et al.*, 2017). In this study, TP‐16 was identified as a novel, potent, and selective EP4 antagonist with an excellent safety profile and pharmacokinetic properties that promoted T‐cell‐dependent tumor elimination by reprogramming IMCs. Furthermore, even at a lower dosage, TP‐16 was superior to celecoxib, a COX‐2 inhibitor. Overall, these data suggest that EP4 antagonists can be a good alternative to NSAIDs for cancer therapy as immunological adjuvants.

EP2 and EP4, two GPCRs, are considered executors of immune modulation activity of PGE_2_ (Kalinski, 2012). In this study, EP4, rather than EP2, was identified as the major receptor regulating the differentiation and expansion of IMCs. We reason that the discrepancy at certain stages may be caused by the differential cellular and tissue expression of EP2 and EP4. For instance, several previous studies have shown that EP4 is the prominent prostaglandin receptor in human and mouse macrophages (Nataraj *et al*, 2001; Takayama *et al*, 2002). Furthermore, a specific role of EP4, but not of other EP subtypes, has been reported in human and mouse‐derived myeloid cell differentiation and function (Chang *et al*, 2015; Albu *et al*, 2017). However, TAMs and MDSCs are the main target cells of TP‐16, and the PGE_2_‐EP4 signaling pathway facilitates cancer‐promoting immunoreaction in other immune cells, such as suppression of natural killer cell activity and induction of Treg cell development (O'Callaghan & Houston, 2015). Future investigations will clarify whether these immune cells contributed to the anti‐tumor efficacy TP‐16.

Colorectal cancer, especially the MMS genotype, is largely resistant to immunotherapy (Le *et al.*, 2017). IMCs, including TAMs and MDSCs, are the major drivers of an immunosuppressive tumor microenvironment and can contribute to resistance to ICB therapy (Highfill *et al*, 2014; De Henau *et al.*, 2016), highlighting the potential for further improvements by combining specific IMC‐targeted therapeutics. Several groups have reported that the inhibition of myeloid PI3K can switch the suppressive status of IMCs toward an inflammatory phenotype and overcome ICB resistance (De Henau *et al.*, 2016; Kaneda *et al.*, 2016). This combination strategy has been evaluated in several clinical trials. Recently, oncogenic KRAS was found to promote an immunosuppressive tumor microenvironment through the CXCL3‐CXCR2 pathway in MDSCs, providing a potential combination therapeutic strategy for the treatment of advanced colorectal cancer (Liao *et al.*, 2019). Our data demonstrate that the EP4 antagonist (TP‐16) synergistically acts with PD‐1 antibody to target IMCs in CT26 and MC38 syngeneic mouse models. However, these two cell lines have high tumor mutation burden (TMB), which may not reflect the pathological features and clinical responses of colorectal cancer patients with low TMB (mainly MSS‐type). Notably, two clinical trials of EP4 antagonists (Grapiprant and AN0025) combined with immune checkpoint therapy (pembrolizumab) in patients with advanced or progressive MSS colorectal cancer are currently under way (Grapiprant: NCT03658772; AN0025: NCT04432857). These studies will soon reveal the therapeutic potential of EP4 antagonist and anti‐PD‐1 combination for MSS colorectal cancer in clinical settings.

Our mechanistic study demonstrated that TP‐16 and anti‐PD‐1 synergistically reduced the serum level of IL‐6, a critical immunosuppressive factor, in tumor‐bearing mice. Moreover, TP‐16 monotherapy or the combination therapy of TP‐16 and anti‐PD‐1 effectively suppressed PD‐L1 expression in tumor tissues. In line with these observations, increased infiltration and activation of CD8^+^ T cells in tumor tissue was observed in the combination therapy group. Although the detailed molecular mechanism of the synergistic effect is unclear, our findings offer a rationale for exploring EP4 inhibition to sensitize patients to ICB therapy in clinical trials.

In summary, EP4 inhibition by TP‐16 can boost T‐cell‐mediated anti‐tumor immunity by targeting the IMC‐mediated immunosuppressive tumor microenvironment. Oral administration of TP‐16 facilitates the anti‐tumor treatment of ICB therapy with good tolerance and safety. The comprehensive preclinical data presented here suggest that TP‐16 provides a framework for the combination therapy of EP4 antagonists and T‐cell‐targeting agents in colorectal oncology.

## Materials and Methods

### Cell culture

The murine colon cancer (CT26), murine breast cancer (4T1), and human colon cancer (HCT116, HCT8, HT29, and DLD1) cell lines were obtained from American Type Culture Collection (ATCC). The murine cell lines of melanoma (B16F10), pancreatic cancer (Pan02), and colon cancer (MC38), Chinese hamster ovary (CHO) cell line, and human embryonic kidney cell lines (HEK293 and HEK293T) were purchased from the National Infrastructure of Cell Line Resource (Shanghai, China). Primary human endothelial cells (HUVECs) were kindly provided by Dr. Xinli Wang (Baylor College of Medicine, Houston, TX, USA) and cultured in endothelial cell medium (ScienCell, San Diego, CA, USA) according to the manufacturer’s instructions. The CHO‐Gα16 cell line was established in our previous study and maintained in DMEM/F12 medium containing puromycin (4 μg/ml) (Wu *et al.*, 2018). Cell lines were maintained in vendor recommended growth medium supplemented with 10% FBS (Gibco, Waltham, MA, USA) and 1% penicillin/streptomycin solution (Gibco) at 37°C ins a humidified atmosphere (5% CO_2_). All cell lines were authenticated using short tandem repeat analysis. All cell lines were confirmed to be mycoplasma‐free by polymerase chain reaction (PCR) analysis. Cell viability was determined using CellTiter 96 ® Aqueous One Solution (Promega, Madison, WI).

### Animal models

BALB/c, BALB/c nude, C57BL/6, and CD‐1 female mice (6‐10 weeks old) were purchased from the National Rodent Laboratory Animal Resources (Shanghai, China). All mice were group‐housed under specific pathogen‐free conditions at an appropriate temperature (20‐22°C) and humidity (60%), and a 12 h light/dark cycle. Water and standard pelleted food were provided *ad libitum*. All animal studies were performed using a protocol approved by the East China Normal University Ethics Committee.

Syngeneic mouse tumor‐bearing models were established as described previously (Tan *et al.*, 2018). Tumor cells (5 × 10^5^ ‐ 2 × 10^6^) were suspended in 100 μl PBS and implanted subcutaneously into the flank of mice. Mice were randomized into different treatment groups when tumor volumes reached 100‐200 mm^3^. V = L×W^2^ × 0.52, where L is the longest diameter, and W is the shortest diameter. Tumor size and body weight were recorded every second or third day. Mouse survival was analyzed using the Kaplan–Meier method.

An orthotopic colon cancer model was established as described previously (Hite *et al*, 2018; Song *et al*, 2018). In brief, 6‐week‐old female BALB/c mice were anesthetized using 2.5% isoflurane and properly positioned. A 2‐3 cm incision was made in the skin of the abdominal cavity, and the cecal wall and cecum were injected with CT26‐Luc cells (1 × 10^6^). The wound of the abdominal wall was closed by suture. The tumor growth in each mouse was monitored 5 min after intraperitoneal injection of D‐luciferin (3 mg/mouse) using an IVIS Spectrum imaging system.

For the AOM/DSS‐induced murine colorectal carcinoma model, 10‐week‐old female C57BL/6 mice were given a single injection of AOM (10 mg/kg in PBS; i.p.; Sigma‐Aldrich, St. Louis, MO, USA). After 1 week of rest, mice were provided with 2.5% DSS (MP Biomedicals, Santa Ana, CA, USA) in their drinking water for 5 days, followed by DSS‐free water for two weeks. The DSS treatment cycle was carried out three times in total, and mice were randomized into four groups and subjected to the therapeutic protocol. Mice were sacrificed at 37 days after the indicated treatments.

Single agent or combination treatment was designed as follows: TP‐16 (37.5, 75, 150 mg/kg) or celecoxib (100 mg/kg) was formulated in 0.5% carboxymethylcellulose sodium (CMC‐Na, Sangon Biotech, Shanghai, China) and administered via oral gavage daily. *In vivo* anti‐PD1 antibody (clone RMP1‐14, BioXCell, West Lebanon, NH, USA) and rat IgG2a isotype control (clone 2A3, BioXCell) were diluted in sterile PBS and administered intraperitoneally at a dose of 50 μg twice weekly.

### FACS analysis

Tumor tissues were collected, minced into small pieces, and digested with collagenase I (10 U/ml, Gibco, Waltham, MA), collagenase IV (400 U/ml, Gibco) and DNase I (100 μg/ml, Roche, Basel, Switzerland) in FBS‐free RPMI 1640 medium for 30 min at 37°C. Digested tumor tissues were filtered through 40‐μm cell strainers (Falcon, San Jose, CA, USA) to generate single‐cell suspensions. Spleen single‐cell suspensions were prepared by grinding the spleen through 40‐μm cell strainers (Falcon). After red blood cell lysis, the suspensions were washed with PBS containing 1% FBS and 2 mM EDTA prior to staining with anti‐CD16/32 FcR blocking antibody (Clone 93, BioLegend). Cell surface staining was performed for 30 min at 4°C. For intracellular staining of IFN‐γ, GzmB, and TNF‐α in CD8^+^ T cells, cells were further stimulated with leukocyte activation cocktail (BD Biosciences, San Jose, CA, USA) for 6 h. For intracellular staining of TNF‐α in CD11b^+^ myeloid cells, 100 ng/ml lipopolysaccharide (LPS, Sigma‐Aldrich) was added for 6 h before cell surface staining. Fixation and permeabilization were performed using the fixation/permeabilization kit (BD Biosciences) for 20 min according to the manufacturer’s instructions before staining with intracellular marker antibodies for 45 min at 4°C. All data acquisition was performed using LSR Fortessa or FACSCalibur cell analyzer (BD Biosciences), and analyzed by FlowJo software (TreeStar Inc., Ashland, OR).

The following fluorophore‐conjugated antibodies (1:100 dilution) were used for FACS analysis: anti‐mouse CD45‐PerCP/cy5.5 (Clone C30‐F11, BioLegend), CD8‐APC (Clone 53‐6.7, BioLegend), IFN‐γ‐PE (Clone XMG1.2, BD Biosciences), GzmB‐PE (Clone NGZB, eBioscience, San Diego, CA, USA), TNF‐α‐PE (Clone MP6‐XT22, BioLegend), CD4‐APC (Clone GK1.5, BioLegend), CD4‐ PerCP/cy5.5 (Clone GK1.5, BioLegend), CD11b‐FITC (Clone M1/70, BioLegend), F4/80‐APC (Clone BM8, BioLegend), CD11c‐PE (Clone N418, BioLegend), CD11c‐APC (Clone N418, BioLegend), Ly6C‐PE (Clone HK1.4, BioLegend), Ly6G‐PerCP/cy5.5 (Clone 1A8, BioLegend), Ly6G‐APC (Clone 1A8, BioLegend), MHC‐II‐PE (Clone M5/114.15.2, BioLegend), CD206‐PE (Clone C068C2, BioLegend), and PD‐1‐PE (Clone 29F.1A12, BioLegend).

### Immunohistochemistry and immunofluorescence analysis

Formalin‐fixed paraffin‐embedded tissues from the CT26 tumor model and AOM‐DSS mice were sectioned at 10 μm thickness. After blocking, the sections were incubated with specific primary antibodies followed by incubation with secondary antibodies conjugated with horseradish peroxidase or fluorescent dye. All immunohistochemistry images were acquired using the OLYMPUS CellSens Standard 1.18 system. The primary antibodies used in immunohistochemistry were as follows: CD8 (1: 200 dilution, ab33786, Abcam, Cambridge, UK), Granzyme B (1:100 dilution, ab4059, Abcam), PD‐1 (1:100 dilution, GB13338, Servicebio, Hubei, China), CD11b (1:100 dilution, Ab133357, Abcam), Gr1 (1:50 dilution, Mab1037, R&D system, Minneapolis, MN, USA), CD206(1:100 dilution, ab64693, Abcam), p‐CREB (1:200 dilution, S113, ab32096, Abcam), p‐Stat3 (1:100 dilution, Tyr705, 9145, CST, Danvers, MA), p‐Akt (1:100 dilution, Ser473, 4060, CST), and Arg‐1 (1:200 dilution, 16001, Proteintech, Rosemont, IL, USA).

### *In vitro* monocyte‐derived functional immune assay

Single‐cell suspensions of mouse BM cells were prepared by filtering femurs and tibias of 6‐week‐old female BALB/c mice through 40‐μm cell strainers (Falcon). These suspensions were treated with red blood cell lysis buffer and replated in conditioned medium. Monocyte differentiation, MDSC induction, and macrophage polarization were analyzed by FACS analysis (BD Biosciences) with FlowJo software.

For the mouse monocyte differentiation assay (Helft *et al*, 2015), purified BM cells were differentiated in RPMI1640 medium containing recombinant mouse GM‐CSF (20 ng/ml, Peprotech, Rocky Hill, NJ, USA) and IL‐4 (10 ng/ml, Peprotech) in the absence or presence of PGE_2_ (10 nM, Cayman Chemical) for 9 days at 37°C. The medium was refreshed every 3 days. Meanwhile, EP1 antagonist (ONO‐8711, 10 μM, Cayman Chemical), EP2 antagonist (PF‐04418948, 10 μM, TopScience, Shanghai, China), EP3 antagonist (L‐798106, 10 μM, Sigma‐Aldrich), and EP4 antagonist (E7046, 10 μM) were added simultaneously.

For the MDSC induction assay, purified BM cells were cultured in RPMI1640 medium stimulated with recombinant mouse GM‐CSF (40 ng/ml, Peprotech) and IL‐6 (40 ng/ml, Peprotech) for 6 days to generate bone marrow‐derived MDSCs (Svoronos *et al.*, 2017); the medium was refreshed every 3 days. Vehicle or PGE_2_ (10 nM) ± TP‐16 was added simultaneously on day 0 for FACS analysis of BM‐derived MDSCs. For quantitative PCR (qPCR) analysis of MDSCs, differentiated MDSCs were treated with vehicle or PGE_2_ (10 nM) ± TP‐16 for 12 h.

For macrophage polarization assay (De Henau *et al.*, 2016; Tan *et al.*, 2018), mouse BM cells were cultured in RPMI1640 medium supplemented with recombinant mouse M‐CSF (20 ng/ml, Peprotech) to generate BM‐derived macrophages (BMDM). For FACS analysis of BM‐derived M2‐like macrophage, IL‐4 (20 ng/ml, Peprotech) and PGE_2_ (10 nM) were added on day 0. TP‐16 was added simultaneously with PGE_2_ on day 0 or sequentially on day 3 for differentiation over a period of 6 days. For qPCR analysis of macrophages (day 6), BMDMs were polarized with IFNγ (50 ng/ml, Peprotech) or IL‐4 (20 ng/ml, Peprotech) ± PGE_2_ (10 nM) ± TP‐16 for 24 h at 37°C on day 6. The culture medium was refreshed every 3 days.

### Isolation of immune cell subsets from tumor tissues

Tumor single‐cell suspensions were prepared as described in the aforementioned section. CD11b^+^ myeloid cells were isolated from tumors using a CD11b^+^ cell separation kit (Miltenyi Biotec, Germany). For FACS sorting of immune cells from tumors, tumor single‐cell suspensions were stained with the following cell surface markers as indicated: anti‐CD11b‐FITC, F4/80‐APC, Ly6C‐PE, Ly6G‐PerCP/cy5.5, MHC‐II‐PE, and CD206‐PE antibodies. FACS sorting was performed on a FACS Aria II Cell Sorter (BD Biosciences). The purity of the flow‐sorted population was above 90%.

### *In vitro* T‐lymphocyte proliferation assay

T cells were isolated from the spleens of naïve BALB/c mice (T‐cell isolation kit, BioLegend). T cells (1 × 10^5^) were labeled with 3 μM carboxyfluorescein succinimidyl ester (CFSE; Thermo Fisher Scientific, Waltham, Massachusetts, USA) and co‐stimulated with anti‐CD3 (2 μM, clone 17A2, BioLegend) and anti‐CD28 (6 μM, clone 37.51, BioLegend) in 96‐well plates. Thereafter, T cells were co‐cultured with CD11b^+^ myeloid cells isolated from tumors (CD11b^+^ cell separation kit, Miltenyi Biotec) at different ratios. After 72 h, T‐cell proliferation was quantified using CFSE dilution by FACS analysis (BD Biosciences) and analyzed by FlowJo software.

### qPCR

Total mRNA was isolated from immune and tumor cells using the TRlzol method (TaKaRa, Shimogyo‐ku, Kyoto, Japan), and cDNA was synthesized from 1 μg RNA using the PrimeScript cDNA synthesis kit (TaKaRa). The EZ‐press Cell to cDNA Kit PLUS kit (EZBioscience, Roseville, MN) was used to isolate total mRNA from sorted immune cell subsets. A SYBR Green‐based qPCR (Yeasen, Shanghai, China) assay was performed using murine primers for *Ptger1, Ptger2, Ptger3, Ptger4, Cxcl10, Tnfa, Ccl2, Ccl5, Arg‐1, CD206, Fizzl, Ym1, Ptgs2, Il‐4rα, Ido1, Il‐10, Il‐6, Il‐1β*, and *Il‐10*. The mRNA levels of target genes were normalized to β‐actin expression using the _ΔΔ_Ct method. The primers sequences are listed in Appendix Table S7.

### Western blot analysis

Briefly, cells and tumor tissues were lysed with radio immunoprecipitation assay buffer containing phosphatase and protease inhibitor cocktail (MedChemExpress, Monmouth Junction, NJ, USA). A total of 30‐80 μg of normalized total proteins from lysates were run on 6‐10% SDS‐polyacrylamide gels. The proteins transferred from gels to nitrocellulose membranes (Millipore, Billerica, MA, USA) were incubated with primary antibodies overnight at 4°C, washed, and incubated with secondary antibodies for 1 h at room temperature. Visual signals were detected using the LI‐COR Odyssey Infrared Imaging System (LI‐COR Biosciences, Lincoln, NE). Mouse protein primary antibodies used for Western blotting were listed as follows: COX2 (1:1000 dilution, 12282, CST), p‐Stat3 (1:2000 dilution, Tyr^705^, 9145, CST), Stat3 (1:1000 dilution, 9139, CST), p‐Akt (1:2000 dilution, Ser^473^, 4060, CST), Akt (1:1000 dilution, 9272, CST), Arg‐1 (1:100 dilution, 16001, Proteintech, Rosemont, IL), and GAPDH (1:10000 dilution, Ab181602, Abcam).

### ELISA assay

For mouse peripheral blood cytokine and chemokine measurements, CT26 tumor‐bearing mice were treated with TP‐16 or anti‐PD‐1 antibody, or both for 2 weeks. Peripheral blood was collected on day 14, and plasma was centrifuged at 8000 rpm for 15 min. Subsequently, supernatants were analyzed using ELISA kits for IL‐6 (BioLegend, San Diego, CA) and CXCL1 (Abnova, Walnut, CA) according to the manufacturer’s instructions.

### Microarray analysis

CT26 tumor‐bearing mice were treated with vehicle, TP‐16, anti‐PD‐1 antibody (75 mg/kg, p.o., daily), or TP‐16 plus anti‐PD‐1 antibody (50 μg, i.p., twice weekly) for 2 weeks. Total RNA from tumor tissues was extracted using the TRlzol method (TaKaRa). Total RNA was quantified using a NanoDrop ND‐2000 (Thermo Fisher Scientific) and assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). Microarray analysis was performed using the Agilent SurePrint G3 Mouse GE V2.0 (Agilent Technologies) according to the manufacturer’s protocol.

Raw data were analyzed and normalized using Genespring (version 13.1, Agilent Technologies). Different treatment groups were compared by relative fold change (|FC| ≥ 2), and *P* value (*P* ≤ 0.05) was calculated using the Student’s *t*‐test. Furthermore, gene ontology (GO) enrichment, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment, and hierarchical clustering analysis of differentially expressed genes were performed. The techniques and methods for microarray analysis were provided by OE Biotech (Shanghai, China).

### CRE reporter assay

HEK293 cells overexpressing a CRE luciferase reporter were plated in 48‐well plates at a density of 2.5 × 10^4^ cells/200 μl per well and maintained overnight. On the following day, cells were starved for 2 h and then stimulated with 10 nM PGE_2_ in the absence or presence of various concentrations of TP‐16 for 24 h. Luminescence was determined using a dual‐luciferase assay kit (Promega) with a Cytation 5 imaging reader (BioTek).

### Calcium flux analysis

Briefly, CHO‐Gα16 cells individually overexpressing EP1 (human), EP2 (human), EP3 (human), and EP4 (human, monkey, dog, rat, and mouse) were plated into 96‐well‐black plates at a density of 2 × 10^4^ cells/100 μl per well and incubated overnight. On the following day, the plate was loaded with the reagents (100 μl/well) of the Calcium‐5 Assay Kit (Molecular Devices, San Jose, CA, USA) for 45 min at 37°C according to the manufacturer’s instructions. After pretreating with varying concentrations of TP‐16 for 15 min at room temperature, cell plates were treated with PGE_2_ (EC_80_) and analyzed using the Flexstation® 3 Multi‐Mode Microplate Reader (Molecular Devices). Florescence measurement data were continuously recorded for 90 s (Ex wavelength = 485 nm; Em wavelength = 525 nm).

### cAMP glosensor assay

HEK293 cells were co‐transfected with the pGloSensor™‐22F cAMP plasmid and human EP4 overexpressing plasmid (1:1) and maintained overnight. On the following day, cells were replated into 384‐well white plates at a density of 2 × 10^4^ cells/20 μl per well in equilibration with CO_2_‐independent medium (Gibco) containing a 4% v/v dilution of GloSensor™ cAMP Reagent stock solution (Promega). After incubation for 1.5 h at room temperature, cells were pretreated with varying concentrations of TP‐16 for 30 min and then simulated with PGE_2_ (0.1 nM). Luminescence kinetic measurements for 30 min were acquired using a Cytation 5 imaging reader (BioTek, Winooski, VT).

### β‐arrestin Tango assay

CHO cells were co‐transfected with β‐arrestin‐tobacco etch virus (TEV), tTA‐Luc, and EP4‐Tango plasmids (1:2:2), plated into 96‐well plates at a density of 2 × 10^4^ cells/100 μl per well, and maintained overnight. On the following day, cells were starved for 5 h and then stimulated with 10 nM PGE_2_ in the absence or presence of various concentrations of TP‐16 for 16 h. Luminescence was determined using a dual‐luciferase assay kit (Promega) with a Cytation 5 imaging reader (BioTek).

### Data and statistical analysis

Data are presented as mean ± standard error of mean (SEM) and analyzed using GraphPad Prism Software version 8.0 (GraphPad). The information of the experimental groups was blinded to the researchers for histological analysis and animal studies. To compare two treatment groups, statistical significance was determined by a two‐tailed unpaired Student’s *t*‐test; to compare multiple treatment groups, one‐way analysis of variance (ANOVA) followed by Tukey’s multiple comparisons test was performed. A *P* value of < 0.05 was considered statistically significant (*P < 0.05; **P < 0.01; ***P < 0.001).

### Reagents

The detailed information of reagents is provided in Appendix Table S9.

## Author contributions

WQL and MYL conceived the project. WWY, WQL, JCH, WJL, and XHL conducted the main cell biology experiments and mouse experiments. JJY and HKZ conducted the synthesis of EP4 antagonist TP‐16. QSZ and HYY conducted the molecular simulation. WHJ and JL performed the 4T1 mouse experiments. YJZ and XW conducted the pharmacokinetics study. SHP, ZFY, SCR, and JC provided some experiments materials. WQL, WWY, and MYL wrote the manuscript with input from FXC, SS, and RN All authors reviewed and edited the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## For more information

Clinical trials using EP4 antagonists for cancer therapy.

- Grapiprant (NCT03658772): https://clinicaltrials.gov/ct2/show/NCT03658772
- AN0025 (NCT04432857):https://clinicaltrials.gov/ct2/show/NCT04432857

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

## Data Availability

The RNA‐seq datasets generated in this work are available at National Centre for Biotechnology Information Gene Expression Omnibus website under the accession number GSE132004, (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132004).

How the deposited data were processed for this re-analysis (not part of the article)

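RNA from CT26 tumors of 4 treatment groups (vehicle, TP-16, anti-PD-1 antibody and their combination, 2 samples each) was measured on 8 one-colour Agilent arrays. The methods give TRIzol for RNA extraction, the labels of the samples a column kit, and neither says whether a sample is 1 tumor or a pool. Groups and replicate numbers were taken from the labels of the samples, with doses from the legend of Fig 6. The authors deposited the scanner output of each array, in which the intensities of the spots are background-subtracted and detrended by the Feature Extraction software. The authors also deposited a table of log2 values, which the methods attribute to GeneSpring without naming the kind of normalization. Its sorted columns differed by at most 0.00101 between arrays, and its values correlated with the log2 intensities of the same array at 0.995 to 1.00.

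From the intensities, control spots were removed, as were 959 spots with an outlier mark, counted over all arrays. The remaining spots of the same probe were averaged. The 38 probes with no unmarked spot on at least 1 array were left out. The log2 intensity minus the 75th percentile of the array was the main value. Probes well above background on both arrays of at least 1 group were tested, 31912 probes with 21616 gene names. The number of arrays limits the precision, and 26683 probes were well above background on all 8 arrays. Gene names came from the RefSeq table of the GRCm38.p6 assembly for 32971 probes (58.3%) and from the array's own annotation for the others. Positions are those of the array annotation in the mm9 build.

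All 8 arrays entered 1 fit in limma 3.58.1 under R 4.3.3, with 1 mean per group, no block and empirical Bayes moderation. The 3 treatments were compared with vehicle, the combination with each single agent, and the departure from additivity was taken as combination minus TP-16 minus anti-PD-1 plus vehicle. Probes were counted at a fold of at least 2 with an unadjusted p of at most 0.05, the threshold of the methods, or with a Benjamini-Hochberg adjusted p of at most 0.05. Gene lists were tested with limma's fry, and with Fisher's exact test on genes called or not, 1 probe per gene, with camera as an alternative. The methods' t-test was run as an alternative on the same values. Other software was data.table 1.17.8, statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9.

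The comparisons, thresholds, gene lists, most alternatives and the rule for the genes named in the text were set before the data were examined. That rule takes every gene the paper names for the arrays or for other assays in CT26 tumors. It adds, for each comparison with vehicle, the 5 genes with the largest rise and the 5 with the largest fall past adjusted p, with both treated arrays beyond both vehicle arrays and at least 1 array of each of the 2 groups well above background. Where fewer than 5 passed, the unadjusted threshold was used. The combination was taken at adjusted p and both single agents at the unadjusted threshold. The 25 gene lists hold the paper's T-cell genes in the text and in its heatmap, 7 stand-ins for pathways (cytokines and receptors, TNF signaling, PI3K-AKT, collagens, laminins and integrins, complement and coagulation, digestive enzymes) and 16 marker lists. The marker lists are CD8 T cells and NK cells, B cells and plasma cells, M1 cytokines, M2 markers, MDSC markers, macrophages, neutrophils, interferon-induced genes, skeletal muscle, epidermis and hair follicle, adipose tissue, fibroblasts, red blood cells, exocrine pancreas, cell division, and hypoxia and glycolysis. The marker lists, TNF signaling, complement and coagulation, and digestive enzymes were written by hand gene by gene. Cytokines and receptors and PI3K-AKT also took every gene whose name starts in a given way (162 of 217 and 128 of 279 tested genes). The 35 collagens and the 36 laminins and integrins were taken by name alone. Such genes were kept even where only the name fits. The adjustment for the marker lists is over 80 tests, 16 lists in 5 comparisons.

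The alternatives were quantile normalization, normexp background correction with an offset of 50, no filter on dim probes, probes above background on all arrays, 1 probe per gene, the replicate number as a block, the authors' log2 values, a fit of the 2 compared groups only, trended and robust moderation, the methods' t-test, a fold of 1.5 and leaving out each array in turn. A slide block was not run, since all arrays lie on 1 slide. The calculations were tested on simulated data with 200 changed probes among 31912. Every planted change was well beyond a fold of 2, and all groups had the same spread. Recovery of changes near a fold of 2 was not measured. At adjusted p, 84.5% of them were found for TP-16, 88% for anti-PD-1 and 87% for the combination, with 15, 8 and 7 false calls. The methods' t-test found 92%, 93.5% and 91.5% at the unadjusted threshold and 0 after adjustment. The overlap of calls between comparisons was set against 100 simulations of unchanged groups that share a simulated vehicle group. These took the probes as independent and gave a probe the same spread in all groups. The KEGG gene lists were not used here.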

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

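The tests of explanations for these genes were chosen after their values had been seen. By the rule for the largest changes, which asks for signal well above background in both groups, the 5 genes with the largest rise under the combination were Retnla, which the paper names for another assay, and 4 genes that the paper does not discuss. Each of the 4 lay above its level in the vehicle arrays.

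Ciita (NM_001302619, chromosome 16, 10526458 to 10526517) rose by 4.845 on the log2 scale, from -1.02 ± 2.02 (SD, n = 2) in vehicle to 3.83 ± 0.40 (SD, n = 2) under the combination (limma adjusted p of 0.0157). Igh-VJ558 (chromosome 12, 114498348 to 114498407) rose by 4.698 (limma adjusted p of 0.0216), and ENSMUST00000178282, whose probe lies on the same chromosome at 114496985 to 114497044, rose by 4.441 (limma adjusted p of 0.0149). Inpp5j (NM_172439, chromosome 11, 3394386 to 3394445) rose by 4.426 (limma adjusted p of 0.0192). Igh-VJ558 and Inpp5j were well above background on only 1 of the 2 vehicle arrays. Vehicle replicate 1 was the lowest array for each of the 4 genes. Over all alternatives the rise ranged from 3.42 to 6.27 for Ciita and from 2.24 to 6.14 for Igh-VJ558. It ranged from 3.27 to 5.61 for ENSMUST00000178282 and from 2.62 to 5.63 for Inpp5j. Without combination replicate 2 the log2 fold changes were 4.56, 4.58, 4.38 and 4.00, and the limma adjusted p was 0.0988, 0.118, 0.0919 and 0.116, with the same directions. The adjusted calls were also lost without combination replicate 1, with the methods' t-test and when only the 2 groups compared were fitted. Over all alternatives the adjusted p, from limma or from the methods' t-test, lay between 0.00321 and 0.251 for Ciita, 0.00421 and 0.23 for Igh-VJ558, 0.00347 and 0.23 for ENSMUST00000178282, and 0.00494 and 0.235 for Inpp5j, and each of the 4 genes rose under all of them.

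The tables argue against the normalization as the source of these rises, since 4 of the 4 genes kept an adjusted p below 0.05 under both quantile normalization and normexp background correction. For Ciita, a candidate explanation is a response to interferon. The 34 interferon-induced genes, a list without Ciita, rose by a mean of 1.96, 33 of them were higher and 30 were called at the unadjusted threshold. The list's fry p was 0.00728, but 0.0554 after Benjamini-Hochberg over 80 tests, so this remains a hypothesis. For Igh-VJ558, more B cells or plasma cells cannot be told apart from other causes. The 13 genes of that list had a mean of 0.43 with a fry p of 0.649 in the main scaling, and 0.92 with a fry p of 0.0204 after quantile normalization. Cross-hybridization among immunoglobulin genes was not tested. No biological explanation was tested for Inpp5j or for ENSMUST00000178282.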

How the results depend on the processing

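The alternatives with GC content medians removed, with the authors' log2 values and the methods' t-test, and with the methods' t-test for gene lists and named genes were chosen after the data had been seen. Unless stated otherwise, the cause of a change was not tested.

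Of 372 values for counts and gene lists under alternatives, 248 kept their direction and their side of the threshold (counts within 1.5 times), 94 counts moved further, 11 list results lost the threshold, 14 reached it and 5 changed direction. Of 3195 values of single genes, 2774 kept both, 250 lost the threshold, 106 reached it and 65 changed direction.

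Adjusted p, TP-16 against vehicle (17 probes). The count was 139 with quantile normalization, 139 with the authors' log2 values, 499 with normexp, 370 with trended and robust moderation, 118 with probes above background on all arrays, 84 with 1 probe per gene and 60 with GC content medians removed. It was 0 without a filter on dim probes, with 2 groups fitted, with the methods' t-test and with the authors' values and the methods' t-test (19118, 5500, 4075 and 3525 probes at an unadjusted p of at most 0.05 and any fold). For anti-PD-1 against vehicle (23) it was 35 with quantile normalization, 35 with the authors' values, 2 with normexp and 2 with trended and robust moderation. It was 0 without the filter, with probes above background on all arrays, with 2 groups fitted and with either use of the methods' t-test (5386, 3937, 3397, 3328 and 2756 unadjusted). For the combination against vehicle (4004) it was 2550 with normexp, 8183 at a fold of 1.5, and 0 with 2 groups fitted and with either use of the methods' t-test (11919, 8234 and 7161 unadjusted). Of the 4004 probes, 2601 were also called with quantile normalization and 2109 with normexp. Fewer arrays enter the fit of 2 groups.

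For the combination against TP-16 (0) the count was 1 with quantile normalization, 1 with the authors' values, 147 with normexp, 47 with probes above background on all arrays and 215 with trended and robust moderation. For the combination against anti-PD-1 (5) it was 10 with quantile normalization, 10 with the authors' values, 422 with normexp, 266 with probes above background on all arrays, 430 with trended and robust moderation and 3 with 1 probe per gene. It was 0 with 2 groups fitted and with either use of the methods' t-test (9580, 6049 and 5399 unadjusted). For the departure from additivity (0) it was 14 with quantile normalization, 14 with the authors' values and 1 with GC content medians removed.

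At the unadjusted threshold, in the order TP-16 (1972), anti-PD-1 (1222), combination (4879) and combination alone (3085), normexp gave 725, 329, 2591 and 1882, the methods' t-test 528, 303, 2255 and 1827, the authors' values with the methods' t-test 617, 385, 1914 and 1352, and a fold of 1.5 gave 4491, 2598, 10186 and 5960. Without a filter on dim probes the first 3 were 8206, 2980 and 11733, since more probes were tested. With probes above background on all arrays the first 2 were 941 and 491.

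With each array left out in turn, the adjusted counts ranged from 0 to 800 for TP-16, 0 to 293 for anti-PD-1, 0 (without combination replicate 2) to 4498 for the combination, 0 to 7 for the combination against TP-16, 0 to 7 against anti-PD-1 and 0 to 13 for the departure from additivity. The unadjusted counts ranged from 968 to 2292 for anti-PD-1, 2999 to 5799 for the combination and 1757 to 4180 for the combination alone. A group left with 1 array is assumed to vary like the other groups.

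The mean of the 8 T-cell genes under the combination (1.72) was 1.50 over all probes of each gene (fry p of 0.0664), and stayed 1.72 with a fry p of 0.177 with 2 groups fitted and a p of 0.209 with camera and an estimated correlation. With camera and a preset correlation the means of 0.59 under TP-16, 1.1 under anti-PD-1, 1.12 for the combination against TP-16 and 0.62 against anti-PD-1 passed, with p of 0.0483, 4.18e-05, 2.37e-04 and 0.0261. With 2 groups fitted the 1.12 passed too (fry p of 0.0297). With 1 array left out the means ranged from -0.11 to 1.30 under TP-16, 0.39 to 1.81 under anti-PD-1, 1.01 to 2.43 under the combination and 0.92 to 1.33 for the combination against TP-16. Leaving out vehicle replicate 2 took TP-16 (1.30, fry p of 0.0184) and anti-PD-1 (1.81, fry p of 0.00381) past the threshold. Leaving out either vehicle array did so for the combination against TP-16 (1.12, fry p of 0.00661).

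For the pathway stand-ins, the odds ratio for cytokines was 1.46 with the methods' t-test (2.88 in the main setting). For TNF signaling (1.11) it was 0.782 without a filter on dim probes and 0.824 with the methods' t-test, and camera over all genes gave a p of 5.74e-06. For PI3K-AKT (1.12) it was 1.54 with quantile normalization, 1.54 with the authors' values and 0.868 without the filter, and camera over all genes gave a p of 0.00418. With 1 array left out, the range was 0.87 to 1.33 for TNF signaling and 1.02 to 1.36 for PI3K-AKT.

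The replicate numbers were also fitted as a block. The samples share only a number, since the correlations of same-numbered deviations from the group means were 0.253, -0.111, 0.29, 0.179, 0.155 and -0.193 over the 6 pairs of groups. With the replicate block the adjusted count was 3 for TP-16 and 4 for anti-PD-1, and the T-cell mean under the combination was 1.72 with a fry p of 0.0671.

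Signs of single genes changed mostly where the main change was small. With quantile normalization and with the authors' values, under either test, Lamp1 changed by 0.17 under TP-16, 0.11 under anti-PD-1 and 0.48 under the combination, Ptger1 by 0.38 under TP-16 and 0.27 under the combination, Cxcl1 by 0.013 under anti-PD-1, and Gzme by 0.043 (0.044 with the authors' values) under the combination. With normexp, Lamp1 changed by 0.015 and Cxcl1 by 0.010 under anti-PD-1, and Il10 by -0.21 under TP-16. With GC content medians removed, Gzmb changed by -0.083 and Cd4 by -0.087 under TP-16, and Gzmg by -0.10 under the combination.

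With 1 array left out, the range under TP-16 was -0.76 to 0.77 for Gzmb, -1.32 to 0.12 for Prf1, -0.31 to 1.01 for Il2ra, -0.18 to 0.26 for Fas, -0.74 to 0.23 for Ptger1, -0.27 to 0.60 for Arg1, -0.28 to 0.97 for Chil3, -0.32 to 0.18 for Ptgs2, -0.20 to 0.45 for Il4ra and -0.075 to 0.13 for Cd4. Under anti-PD-1 it was -0.14 to 1.30 for Prf1, -0.071 to 0.058 for Lamp1, -0.061 to 0.21 for Cd109, -0.58 to 0.012 for Il6, -0.26 to 0.25 for Cxcl1, -0.081 to 1.59 for Chil3, -0.038 to 0.46 for Ptgs2, -0.49 to 1.23 for Gzmg, -0.77 to 1.39 for Gzmf, -0.26 to 1.08 for Gzmd and -0.42 to 1.04 for Gzme. Under the combination it was -0.82 to 0.14 for Ptger1, -0.53 to 0.10 for Mrc1, -0.11 to 0.38 for Ptgs2, -0.84 to 0.88 for Gzmg, -1.49 to 0.67 for Gzmf, -0.78 to 0.56 for Gzmd and -1.02 to 0.44 for Gzme. For most of these genes the lowest and highest values came without a vehicle array.

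Signal over background limits the dim probes, and 31912 of 56567 probes passed the filter. Genes above background on only some arrays, such as Ptger1 and Cd8a, have uncertain levels in the groups where they were dim.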

Differences from the paper's values

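No tests of explanations were run for these differences. The paper gives about 550 changed genes for TP-16 in Fig 6E, read by eye, against 1972 probes here. For anti-PD-1 it gives about 300 in Fig 6E, read by eye, against 1222 here, for the combination about 1900 in Fig 6E, read by eye, against 4879, and for the combination alone about 1400 in Fig 6E, read by eye, against 3085. The values here are probes at a fold of 2 and an unadjusted p of at most 0.05 in limma. Counted as gene names they are 1867, 1155 and 4414 for the 3 comparisons with vehicle.

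Of the alternatives set before the data were examined, normexp background correction (725, 329, 2591 and 1882 in the same order) and the methods' t-test (528, 303, 2255 and 1827) fall within 1.5 times of all 4 of the paper's values. For the combination alone, leaving out combination replicate 2 (1757) does so too. The other 3 values differ by more than 1.5 times without that array, and all 4 do under every other alternative of that set. The authors' log2 values with the methods' t-test, a setting chosen after seeing the values, gave 617, 385, 1914 and 1352, within 1.5 times of all 4.

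The paper lists CD107a among the surface markers that the combination raised. Lamp1, its gene, changed by -0.21 here (limma adjusted p of 0.198), and rose by 0.48 with quantile normalization (0.0369) and by 0.48 with the authors' log2 values. Over all alternatives its adjusted p lay between 0.0369 and 0.548. Prf1, which the paper lists as raised, rose by 0.76 with a limma adjusted p of 0.228, and was called only without vehicle replicate 2 (1.48, 0.0195), with a range of 0.0195 to 0.879. The paper names TNF signaling and PI3K-AKT signaling as enriched. The stand-in lists had odds ratios of 1.11 (Fisher's exact test, p = 0.692) and 1.12 (Fisher's exact test, p = 0.471) here. The PI3K-AKT list passed with quantile normalization (1.54, Fisher's exact test, p = 0.00483), with the authors' log2 values (1.54, Fisher's exact test, p = 0.00487) and without vehicle replicate 2 (1.36, Fisher's exact test, p = 0.0453). Both lists passed with camera over all genes (5.74e-06 for TNF signaling and 0.00418 for PI3K-AKT) and when only rises were counted (Fisher's exact test, p = 0.00108 and p = 0.00142).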

Other observations

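Of the tests of explanations given here, only the one on the GC content of the probes was chosen before its result was seen. The others were chosen after the results had been seen.

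More probes fell than rose between combination and vehicle (40.0% of the calls at the unadjusted threshold rose, 32.0% without vehicle replicate 1 and 51.0% without vehicle replicate 2). Signal near background stays open for part of this. Of the 5 equal groups of probes by brightness, the dimmest had 443 higher and 1355 lower calls, the third 486 and 315, and the brightest 178 and 461. Among probes well above background on all 8 arrays 42.1% rose, and dim signal does not account for the falls in the brightest group. The scaling of the arrays may account for it, as 68.3% of the calls rose after quantile normalization. The shift was uneven over intensity. With the 75th percentile subtracted, the median log2 fold change was -0.45 in the dimmest group, -0.079 in the third and -0.32 in the brightest. GC content also bears on it, as had been predicted for a technical trend. Of the calls in the third of the probes with the lowest GC content 58.1% rose, in the middle 38.1% and in the highest 19.5%. After quantile normalization these shares were 79.5%, 68.2% and 44.8%. A shift of each array with GC content is not the whole cause, since 44.0% of the calls rose once the medians of 10 GC content bins had been removed from each array. Whether RNA quality or labelling differed between samples was not tested, and the files would not separate such differences from treatment. The prevailing direction of the transcriptome change under the combination stays open.

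The adjusted count for the combination rested on combination replicate 2, as it was 4004 with all arrays and 0 without that array (limma, with 9425 probes at an unadjusted p of at most 0.05 and any fold, and 0 calls after adjustment with the methods' t-test on all arrays). Fewer arrays in the fit are not the whole cause, since 3679 probes were called without combination replicate 1, of which 2660 were among the 4004. They may be part of it, since the adjusted calls for both single agents were also lost without an array outside their comparison. How much of the loss is due to this was not tested. A label from another group does not account for the loss. The combination arrays were closer to each other (a correlation across probes of 0.992) than to any other array. A larger response in that tumor may account for it. Across probes, which are not independent replicates, the difference of replicate 2 from replicate 1 correlated with the mean change under the single agents, at 0.375 in the main scaling and 0.33 after quantile normalization. Why 1 sample would respond more was not tested.

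The paper reports by immunohistochemistry that PD-L1 fell under TP-16 and under the combination. The RNA of its gene, Cd274 (chromosome 19, 29462363 to 29462422), rose by 1.30 under TP-16 and by 1.77 under anti-PD-1. For both single agents the adjusted p was above 0.05 in each of 20 alternatives. Over these the rise ranged from 0.69 to 1.91 under TP-16 and from 1.16 to 2.385 under anti-PD-1. Under the combination Cd274 rose by 2.59 (standard error 0.43, limma adjusted p of 0.0123). Leaving out combination replicate 2 gave a rise of 2.37 and a limma adjusted p of 0.083, and the adjusted p ranged from 0.00316 to 0.228 over all alternatives. Whether more macrophages contributed stays open, since the 15 macrophage genes, with a median of 0.94, went both ways (11 higher and 4 lower). A response to interferon may account for it, as the lower and upper quartiles of the other 33 interferon-induced genes were 1.46 and 2.63. RNA of a whole tumor and stained protein are different measures.

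Retnla (Fizz1), which the paper measured by PCR in sorted M2 macrophages of TP-16-treated tumors, had the largest rise under the combination by the rule for the largest changes. In whole tumors it rose by 3.65 under TP-16, 5.58 under anti-PD-1 and 6.19 under the combination (standard error 0.35, limma adjusted p of 0.0102), from -0.70 ± 0.37 (SD, n = 2) in vehicle to 5.49 ± 0.28 (SD, n = 2). It rose by 5.99 when combination replicate 2 was left out (limma adjusted p of 0.065, with a range of 0.00191 to 0.182 over all alternatives). Whether adipose tissue taken out with the tumor contributed stays open. The 15 adipose genes, with a median of 0.33 under the combination, went both ways (11 higher and 4 lower), from -0.78 for Adig to 3.84 for Lpl. Fabp4, the brightest of them, changed by -0.25 (0.043 after quantile normalization), but its high level in vehicle would hide a small share of fat. Interferon, macrophage state and other sources of Retnla were not tested, and the biological explanation stays open. The other M2 genes went different ways. Arg1 rose by 1.39 (limma adjusted p of 0.0211, and 0.0635 or 0.119 without combination replicate 1 or 2), Chil3 (Ym1) by 0.95 (0.301), and Mrc1 (CD206) changed by -0.21 (0.585), and by 0.10 without vehicle replicate 1. As a list, the 4 M2 genes had a mean of 2.08 and a median of 1.17 under the combination (fry p of 0.0027, 0.0309 after Benjamini-Hochberg over 80 tests), and 3 of the 4 rose. The 5 MDSC genes had a mean of 1.61 (0.00685 after that adjustment), and Arg1 is in both lists. The paper reports fewer M2 macrophages and MDSCs by staining, and RNA levels of these genes do not count cells.

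Red blood cell genes fell in each comparison against vehicle. The 7 genes, among them Hba-a1 and Hbb-bt, had a mean of -2.22 under the combination (fry p of 0.00131, 0.0262 after Benjamini-Hochberg over 80 tests), -1.90 under TP-16 (0.0309 after adjustment) and -1.48 under anti-PD-1 (0.0542 after adjustment). With 1 array left out the mean under the combination lay between -2.56 and -1.88, with a fry p of at most 0.0102. The scaling does not account for it, since the mean was -1.89 after quantile normalization. In each of the 3 comparisons 7 of the 7 genes fell, but the comparisons share the 2 vehicle arrays. Less blood in the treated samples was not tested apart from this fall itself, so it stays open. The probes of the globin genes can share signal between near-identical copies, so the 7 genes are not 7 independent measurements. The files do not tell fewer or smaller vessels from blood lost when tumors were taken out.

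The other marker lists gave these results under the combination, as mean log2 fold changes with fry p after Benjamini-Hochberg over the same 80 tests. CD8 T cell and NK cell genes rose by 2.43 (20 genes, 20 higher, 0.0922), fibroblast genes by 1.13 (15 genes, 15 higher, 0.0554), and the 4 M1 cytokine genes by 2.12 (0.0309). Macrophage genes rose by 0.66 (0.143), neutrophil genes by 0.22 (0.957) and hypoxia and glycolysis genes by 0.21 (0.391). Skeletal muscle genes rose by 0.64 (0.648) and adipose genes by 0.55 (0.47). Epidermis and hair follicle genes changed by -0.53 (8 genes, 0.976). Exocrine pancreas genes changed by -0.44 (9 genes, 0.0623) and cell division genes by -0.20 (28 genes, 0.143). The mean of the cell division genes was 0.014 after quantile normalization, and the other lists here kept their sign. With 1 array left out, the mean of the CD8 T cell and NK cell genes lay between 1.44 and 3.42. Of the lists below 0.05 after adjustment, camera with an estimated correlation gave MDSC genes a p of 0.0306, against 0.122 for M2 genes, 0.0546 for M1 cytokines and 0.168 for red blood cells. The fry p of CD8 T cell and NK cell genes was 0.108 without combination replicate 2. Gzmb and Ccl5 are among the CD8 T cell and NK cell genes, and Cd274, Ido1 and Cxcl10 among the interferon-induced genes, so these lists are not independent of the genes the paper names.

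The other pathway stand-ins gave odds ratios of 4.11 for collagens (Fisher's exact test, p = 7.49e-05, adjusted p = 3.12e-04 over 25 lists), 2.76 for laminins and integrins, a list by name that also holds integrin-binding proteins (Fisher's exact test, p = 0.0059, adjusted p = 0.0134), 4.18 for complement and coagulation (Fisher's exact test, p = 8.44e-08, adjusted p = 5.28e-07) and 2.44 for digestive enzymes (Fisher's exact test, p = 0.157, adjusted p = 0.231), whose mean of -0.24 became 0.13 after quantile normalization. Fisher's test takes genes as independent, so its p-values do not measure the spread between samples. Camera with an estimated correlation gave a p of 0.105 for collagens, 0.0321 for laminins and integrins and 0.0714 for complement and coagulation. As whole lists under the combination, cytokines and receptors rose by a mean of 0.45 (fry p of 0.0367, 0.0514 after Benjamini-Hochberg over 7 lists) and TNF signaling genes by 0.31 (0.0134 after adjustment). PI3K-AKT genes had a mean of 0.072 and a median of -0.049 (0.934 after adjustment), and a mean of 0.29 after quantile normalization (fry p of 0.00151). The 9 genes of the heatmap in Fig 6F, which holds Fas and Cd109 in place of Lamp1, rose by a mean of 1.49 (fry p of 0.0248). The tested probes of Fas went opposite ways, so the direction of Fas is not settled. The brightest, which the files place on chromosome 4, changed by -0.80 (limma adjusted p of 0.0192) and entered that mean. Whether it measures Fas was not tested. The other rose by 1.20 (limma adjusted p of 0.0134). Cd109 rose by 0.23 (limma adjusted p of 0.392).

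Of the receptors for prostaglandin E2, Ptger4 (EP4) rose by 1.77 under the combination (limma adjusted p of 0.0135) and Ptger2 by 2.10 (0.0113). With combination replicate 2 left out these were 1.48 (limma adjusted p of 0.0838) and 1.82 (0.0748). Over all alternatives the adjusted p ranged from 0.00397 to 0.213 for Ptger4 and 0.00332 to 0.211 for Ptger2. Ptger1 changed by -0.34 (0.496) and by 0.27 after quantile normalization, and Ptger3 was not tested, since it was well above background on 1 of 8 arrays. Of the cytokines the paper measured in serum, Il6 RNA changed by -1.16 (and by -0.98 without combination replicate 2, limma adjusted p of 0.106), and Cxcl1 RNA changed by -1.07 (limma adjusted p of 0.0449), which passed in 7 of 20 alternatives. Ccl2 rose by 0.43 (0.0738), Il10 by 1.83 (0.0181, with 0 of 2 vehicle arrays above background, so at least 1.7-fold), Ido1 by 4.01 (0.0333), Cd8a by 3.76 (0.0477), Pdcd1 by 2.25 (0.0299), Il4ra by 0.69 (0.0676), Cd4 by 0.41 (0.0881) and Ptgs2 by 0.13 (0.681). The call for Il10 was lost without combination replicate 2, and those for Ido1, Cd8a and Pdcd1 without either combination array. Over all alternatives the rise ranged from 2.29 to 5.73 for Ido1, 1.96 to 5.56 for Cd8a and 1.41 to 3.09 for Pdcd1. The call was lost in 15 of 19 alternatives for Cd8a, and in 10 of 20 for Ido1 and for Pdcd1. By that rule, at adjusted p and with at least 1 array of each of the 2 groups well above background, the falls under the combination were in Car6 (-3.50), BC030870 (-3.50), Csn3 (-3.38) and 2 loci without a gene name. Another probe of Csn3 changed by -4.55. Gm31063 (-4.88), Ostn (-4.68) and Far2os2 (-4.38) fell further but were well above background on 0 of 2 combination arrays, so these falls are at least 8.36-fold, 6.76-fold and 12.9-fold. For the single agents fewer than 5 genes per direction met the rule at adjusted p with that background condition, so the unadjusted threshold was used. The rises under TP-16 were then ENSMUST00000195192, AF466698, ENSMUST00000103418, Retnla and Tox, and the falls Gzmg, Gzmf, Gzmd, Gzme and BC046251. Under anti-PD-1 they were Retnla, Gm15056, Ido1, Inpp5j and ENSMUST00000195192, and Fcrls, Far2os2, Gm31063, Ostn and 1 locus without a gene name.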
